# Well-TEMP-seq as a microwell-based strategy for massively parallel profiling of single-cell temporal RNA dynamics

**DOI:** 10.1038/s41467-023-36902-5

**Published:** 2023-03-07

**Authors:** Shichao Lin, Kun Yin, Yingkun Zhang, Fanghe Lin, Xiaoyong Chen, Xi Zeng, Xiaoxu Guo, Huimin Zhang, Jia Song, Chaoyong Yang

**Keywords:** RNA sequencing, RNA, Transcriptomics, Microfluidics

## Abstract

Single-cell RNA sequencing (scRNA-seq) reveals the transcriptional heterogeneity of cells, but the static snapshots fail to reveal the time-resolved dynamics of transcription. Herein, we develop Well-TEMP-seq, a high-throughput, cost-effective, accurate, and efficient method for massively parallel profiling the temporal dynamics of single-cell gene expression. Well-TEMP-seq combines metabolic RNA labeling with scRNA-seq method Well-paired-seq to distinguish newly transcribed RNAs marked by T-to-C substitutions from pre-existing RNAs in each of thousands of single cells. The Well-paired-seq chip ensures a high single cell/barcoded bead pairing rate (~80%) and the improved alkylation chemistry on beads greatly alleviates chemical conversion-induced cell loss (~67.5% recovery). We further apply Well-TEMP-seq to profile the transcriptional dynamics of colorectal cancer cells exposed to 5-AZA-CdR, a DNA-demethylating drug. Well-TEMP-seq unbiasedly captures the RNA dynamics and outperforms the splicing-based RNA velocity method. We anticipate that Well-TEMP-seq will be broadly applicable to unveil the dynamics of single-cell gene expression in diverse biological processes.

## Abstract (web summary)

Gene expression of cells is a heterogeneous and dynamic program involved in various biological processes. Here, authors develop Well-TEMPseq, a high-throughput, cost-effective, and accurate method for massively parallel profiling of the temporal dynamics of single-cell gene expression.

## Introduction

Gene expression of cells is a heterogeneous and dynamic program that changes over time in various biological processes such as cellular differentiation, embryonic development, disease progression, and responses to external stimuli^1–6^. ScRNA-seq has been widely applied to reveal the heterogeneity of cells and discover novel cell types^7,8^. However, most scRNA-seq methods capture static snapshots of single-cell gene expression and fail to temporally resolve the RNA dynamics^8^. Pseudotime-based methods analyze scRNA-seq data of cells with different states, order cells by their transcriptome similarity, and infer a continuous trajectory to reveal the biological progression^9,10^. Nevertheless, pseudotime ordering does not provide the true and precise dynamics of gene expression for resolving the directionality of complex biological processes^11^. The recently proposed concept of “RNA velocity” tries to describe the states of cells based on the time derivatives of unspliced and spliced RNA abundance and predict the future states by extrapolation^12,13^. But it is challenging to predict the continuous evolution from historical states to future states without the knowledge of nascent RNA and pre-existing RNA abundance.

Metabolic RNA labeling is broadly used to label newly transcribed RNAs with exogenous nucleoside analogs and distinguish new RNAs from pre-existing RNAs, yielding critical insights into the RNA dynamics^14,15^. Recent advancement in scRNA-seq technology has demonstrated the feasibility of combining metabolic RNA labeling with scRNA-seq to profile both new and old transcriptomes at the single-cell level^16–20^. For example, NASC-seq, scSLAM-seq, and scEU-seq integrate plate-based scRNA-seq with metabolic RNA labeling (4-thiouridine, 4sU or 5-ethynyl uridine, 5-EU) to identify new RNAs in each of single cells^16–18^. However, these methods are low-throughput, costly, time-consuming, and labor-intensive. Recently developed methods such as sci-fate and scNT-seq adopt combinational indexing or droplet-based microbead barcoding to enhance the throughput and reduce the cost. Nevertheless, combinational indexing in sci-fate requires in situ 4sU chemical conversion in fixed cells and multiple centrifugation steps, leading to a high cell loss rate (>95%) and potential RNA degradation. Even though scNT-seq uses barcoded beads to capture RNAs of single cells and avoid in situ chemical conversion-induced cell loss, cell-free RNAs in the droplets cannot be washed away and the Poisson distribution-dependent droplet barcoding results in a low single cell/barcoded bead pairing efficiency (<1%)^19,20^. To date, it remains urgent but challenging to develop a high-throughput, low-cost, and accurate method with high barcoding efficiency and low cell loss rate for capturing the temporal dynamics of transcription in single cells.

To tackle these constraints, we develop Well-TEMP-seq, a high-throughput and cost-effective method that combines metabolic RNA labeling by 4sU with our size-exclusion and quasi-static microwell-based Well-paired-seq^21^ to quantify new and old transcriptomes in each of thousands of single cells without complicated equipment. Well-TEMP-seq enables highly efficient Poisson distribution-independent single cell/bead pairing, cell-free RNA removal, and unique molecular identifiers (UMIs)-based counting to accurately profile newly synthesized RNAs and pre-existing RNAs. We demonstrate that Well-TEMP-seq characterizes the gene expression dynamics of colorectal cancer cells treated with a low dose of anti-tumor drug (5-AZA-CdR), where 5-AZA-CdR-induced global DNA demethylation results in the re-activation of tumor suppressor genes and the repression of oncogenes. Well-TEMP-seq also reveals the 5-AZA-CdR-induced early-stage activation (e.g., in the first three days) of interferon-responsive transcription factor by viral mimicry. We anticipate that Well-TEMP-seq will be broadly applicable to other biological systems to characterize the temporal dynamics of gene expression at the single-cell level.

## Results

### Working principle of Well-TEMP-seq

Well-TEMP-seq is built on our recently developed size-exclusion and locally quasi-static hydrodynamic microwell-based single-cell RNA sequencing platform (Well-paired-seq) with high throughput, low cost, and high efficiency. The Well-TEMP-seq method relies on the following key steps (Fig. 1): (1) Cells are incubated with 4sU, the biocompatible thymidine analog, to label newly transcribed RNAs. (2) Cells and barcoded microbeads with oligo(dT) primers are successively loaded into the microwells to achieve single-cell/bead pairing. Cell-free RNAs can be removed by washing before loading microbeads. (3) Cells are lysed by sakosyl released from surfactant aggregates in the covering oil layer and RNAs with poly(A) tails are captured by the microbeads with oligo(dT) primers. (4) Microbeads are pooled and subjected to a one-pot chemical reaction with iodoacetamide (IAA) to recode base’s hydrogen-bonding pattern and transform 4sU to a cytosine analog by nucleophilic substitution, which results in T-to-C substitutions at 4sU labeled sites in the following reverse transcription. (5) RNAs on the microbeads are reverse transcribed and the resulting cDNAs are amplified by PCR and tagmented by Tn5 transposase for library preparation. (6) After sequencing, reads with T-to-C substitution(s) are identified as newly synthesized transcripts and calculated by a unique molecular identifier (UMI)-based model to infer the fraction of new RNAs of each gene in each cell. Therefore, each cell is associated with two digital expression matrices (new and old RNA). It is noteworthy to mention that Well-TEMP-seq can handle up to 8 parallel samples in one chip, which is beneficial for reducing batch effects^21^. Moreover, all the operations of loading cells and microbeads are accomplished with an optical microscope and a pipette, which makes this technique readily affordable and reproducible in other labs.

**Fig. 1:**
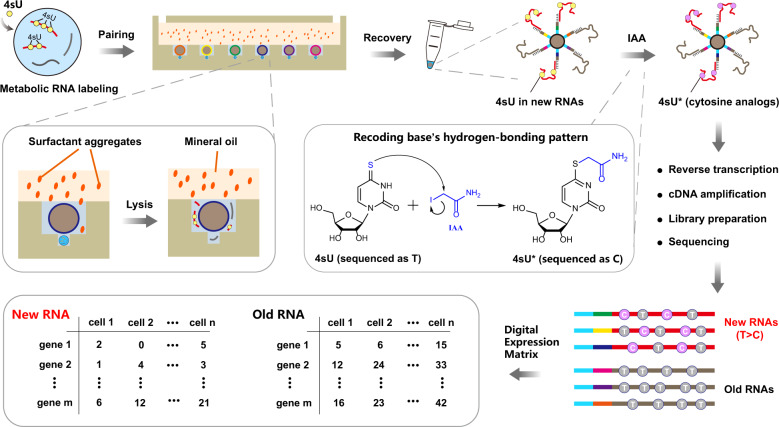
Overview and workflow of Well-TEMP-seq. Cells are first incubated with 4sU to label newly transcribed RNAs and are then loaded into Well-paired-seq chip for single cell/bead pairing. After cell lysis by surfactant aggregates (sakosyl), RNAs are captured by DNA-barcoded beads and subjected to IAA (iodoacetamide) treatment to transform 4sU to a cytosine analog (4sU*), which induces T-to-C substitutions at 4sU-labeled sites. RNAs on the beads are reverse transcribed and the resulting cDNAs are amplified for library preparation and sequencing. Reads with T-to-C substitution(s) are identified as new RNAs while others are old RNAs. Therefore, each cell is associated with two digital expression matrices (new RNA and old RNA).

### Validation of the Well-TEMP-seq performance

We first investigated the labeling efficiency and chemical conversion ability of Well-TEMP-seq. 

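K562 cells, a chronic myeloid leukemia line, were profiled in 4 conditions: untreated, with 4sU alone, with IAA alone, and with 4sU (200 μM, 2 h) followed by IAA. 4sU is a uridine analog that cells build into new RNA, and IAA alkylates it so that reverse transcription reads C in place of T. Each condition of K562 and HCT116 cells is 1 library in the data used here, so there is no spread between replicates and no test was run. The paper's methods state that K562 cells had biologically independent replicates. The authors deposited raw UMI counts per gene and cell, in which UMIs with at least 1 T-to-C substitution (labeled) are counted apart from all others (unlabeled). They aligned reads to GRCh38 with STAR v2.7.3a and Drop-seq tools v2.3.0, counted exonic and intronic reads on the annotated strand, and split the UMIs with the scNT-seq pipeline v1.0.0. The libraries of 2000 barcodes each held 5934442 UMIs from untreated cells, 5868342 with 4sU, 4787867 with IAA and 4239335 with both. Counts were summed over the barcodes of a library, and shares of these sums carry 95% Clopper-Pearson intervals, which cover counting error only. To check that each library holds the cell line named, erythroid and other marker genes of K562 cells (PRAME and VIM among them) were summed, and they made up 91.8 to 109 of every 10000 UMIs in the K562 libraries and 3.42 to 4.81 in the HCT116 libraries. Epithelial and other marker genes of HCT116 cells made up 8.81 to 9.30 of every 10000 UMIs in K562 cells and 63.8 to 77.4 in HCT116 cells.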

We modified the 4sU-IAA reaction condition by reducing the amount of dimethylsulfoxide (DMSO) and lowering the reaction temperature, making it compatible with on-bead chemical conversion. As shown in Fig. 2a and Supplementary Fig. 1a, the cells labeled with 4sU (200 μM, 2 h) and chemically treated with IAA exhibited high T-to-C substitution rates. Other cells without metabolic labeling or IAA treatment showed negligible substitution rates, indicating a high signal-to-noise ratio for Well-TEMP-seq. 

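In K562 cells with both 4sU and IAA, 15.8% of all UMIs were labeled (95% interval 15.7% to 15.8%). The labeled share was 1.40% with 4sU alone (1.39% to 1.41%), 1.50% with IAA alone (1.49% to 1.51%) and 5.16% in untreated cells (5.14% to 5.18%). In the untreated library, the 10 genes with the most labeled UMIs held 23.0% of them. MT-RNR2, the mitochondrial large ribosomal RNA, had a labeled share of 28.6% in untreated cells, 0.0156% with 4sU, 0.0165% with IAA and 1.75% with both. PSMA7, a subunit of the proteasome, had 73.8% in untreated cells and 0.577%, 0.586% and 13.0% in the same order. PRAME, a cancer-testis antigen of leukemia cells, had 49.7% in untreated cells, 0.904% with 4sU, 0.931% with IAA and 38.3% with both. MT-RNR2, PSMA7 and PRAME were chosen after their values were seen. The authors left T-to-C sites of the control out of the experimental groups. The paper does not state whether they also left them out of the untreated library. Each of the 10 genes with the most labeled UMIs there had a lower share with 4sU alone and with IAA alone. The share over all genes was also lower with either reagent alone. Both argue against the same sites having been left out of the untreated library. Its 5.16% may then not be background, and its shares may not compare with the others. The substitution rates per base of Fig. 2a need the reads and were not computed here.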

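In single K562 cells, labeled UMIs made up a median of 14.9% of the UMIs of a cell with 4sU and IAA (quartiles 11.9% and 18.0%). The same median was 1.33% in K562 cells with 4sU alone (1.12% and 1.54%), 1.42% with IAA alone (1.15% and 1.68%) and 5.10% in untreated K562 cells (4.59% and 5.63%). A K562 cell with both reagents held a median of 164.5 labeled UMIs, against 29 with 4sU, 18 with IAA and 89 without either. The share moves in steps of 1 UMI and is coarse in cells with few UMIs.

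**Figure D1:**
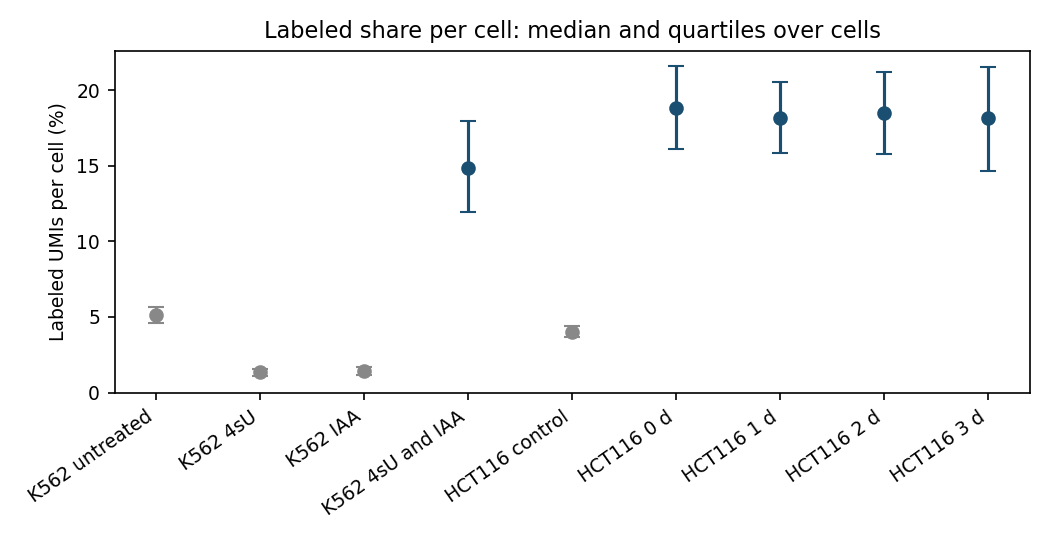
Labeled share of the UMIs of single cells (percent, vertical axis) in the K562 and HCT116 libraries (horizontal axis), as median and quartiles. The medians lie at 14.9% or above with 4sU and IAA and at 5.10% or below without both.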

After 2 h labeling of K562 cells with 4sU, the median fraction of labeled reads in each cell was about 15% (Fig. 2b), which was close to that of previous reports^12,19^. The newly transcribed RNAs were marked by a higher portion of 4sU labeled reads mapping to introns versus exons, which was consistent with previous works that the intronic reads were more likely from newly synthesized RNAs (Supplementary Fig. 1b)^12,19^. It was noted that chemical treatment by IAA would lead to partial RNA degradation and negatively affect the library complexity (Supplementary Fig. 1c,d, Supplementary Fig. 2, and Supplementary Data 1). However, Well-TEMP-seq still retained high gene detection ability (>3000 genes at 50,000 reads per cell, Supplementary Fig. 1d), which was enough for downstream applications of characterizing the temporal dynamics of single-cell gene expression.

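K562 cells with IAA held fewer UMIs and genes than K562 cells without it. The median was 1727.5 UMIs and 1066.5 genes per untreated cell, 2236 and 1298 with 4sU, 1347 and 889 with IAA, and 1254.5 and 796 with both. With each cell thinned at random to 1000 UMIs, the median was 708 genes in untreated cells (quartiles 689 and 730), 709 with 4sU (690 and 728), 732 with IAA (709 and 760) and 689 with both (663 and 716). Thinning left out 626, 135, 822 and 867 cells under 1000 UMIs, in the same order. HBG1, a fetal hemoglobin chain that marks K562 cells, made up 39.2 of every 10000 UMIs in untreated cells, 38.0 with 4sU, 23.0 with IAA and 28.9 with both, although reads of HBG1 and its near-identical copy HBG2 are hard to assign. HEMGN, a nuclear protein of red cell precursors, had 5.93, 4.80, 4.24 and 2.24, and PRAME had 14.1, 13.8, 16.2 and 17.8. VIM, which encodes the intermediate filament vimentin, had 12.3, 11.2, 9.48 and 9.34, and the erythroid transcription factor GATA1 had 2.33, 2.25, 3.99 and 3.16. These 5 genes were chosen after their values were seen. Mitochondrial genes held 3.92%, 4.33%, 2.67% and 3.48% of the UMIs, and ribosomal protein genes 12.4%, 14.1%, 13.8% and 16.2%.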

**Fig. 2:**
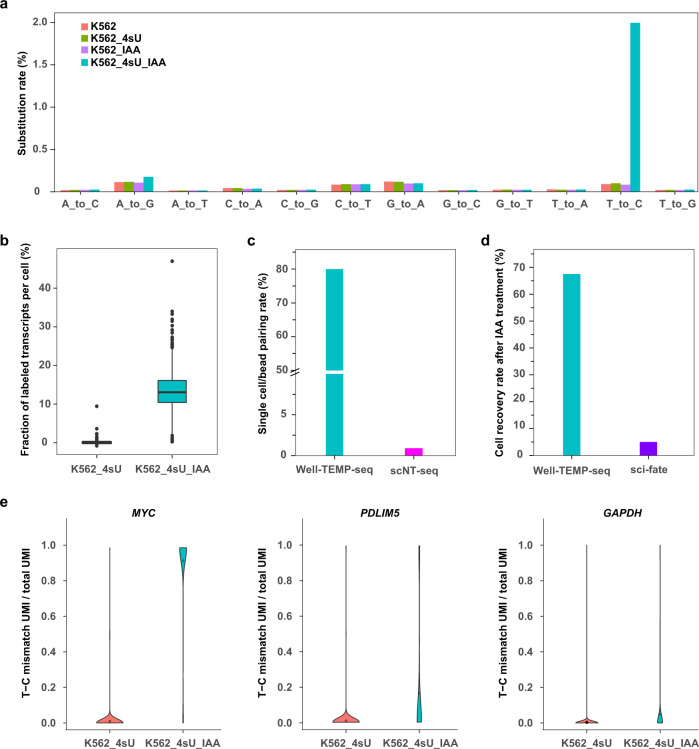
Validation of the Well-TEMP-seq performance. **a** Bar plot of nucleotide substitution rates in K562 cells (K562), 4sU-labeled K562 cells (K562_4sU), IAA-treated K562 cells (K562_IAA), and 4sU-labeled and IAA-treated K562 cells (K562_4sU_IAA). **b** Box plot of the fraction of labeled transcripts per cell in 4sU-labeled K562 cells and 4sU-labeled and IAA-treated K562 cells. *n* = 2000 cells for each group. Boxplots include centerline, median; box limits, upper and lower quartiles; and whiskers are highest and lowest values no >1.5× interquartile range. **c** Single-cell/barcoded bead pairing rate in Well-TEMP-seq and scNT-seq. The pairing rate in scNT-seq was calculated by Poisson distribution. **d** Cell recovery rate after IAA chemical treatment in Well-TEMP-seq and sci-fate. **e** Violin plots showing the fraction of T-C mismatch UMIs per cell of different genes in 4sU-labeled K562 cells and 4sU-labeled and IAA-treated K562 cells. Left, high turnover gene (*MYC*); middle, median turnover gene (*PDLIM5*); right, low turnover gene (*GAPDH*). Source data are provided as a Source Data file.

Besides, the size-exclusion and locally quasi-static hydrodynamic microwell allowed highly efficient single cell/barcoded bead pairing with a pairing rate of ~80%, which was significantly higher than that of Drop-seq-based scNT-seq (Fig. 2c). Poisson distribution-dependent pairing in scNT-seq resulted in the low pairing rate (<1%). Moreover, IAA chemical treatment was performed on beads in Well-TEMP-seq, which successfully minimized the cell loss (~67.5% recovery, Fig. 2d). In contrast, in situ chemical conversion in sci-fate required multiple centrifugation steps and led to severe cell loss (<5% recovery). Therefore, the workflow of Well-TEMP-seq enabled highly efficient single-cell/bead pairing and cell recovery.

To further examine the accuracy of Well-TEMP-seq in identifying newly transcribed RNA, we analyzed genes encoding mRNAs with different turnover (high, median, and low) as determined by previous reports^22^. The mRNAs with high turnover should have a larger fraction of newly transcribed RNAs, as indicated by a larger fraction of reads with T-to-C substitution(s) in Well-TEMP-seq data. Indeed, we did observe different genes with high (*MYC*), intermediate (*PDLIM5*), or low (*GAPDH*) turnover that showed high, intermediate, and low fractions of reads with T-to-C substitution(s), respectively (Fig. 2e). 

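MYC, a transcription factor gene whose mRNA is short-lived, had 94.7% labeled UMIs in K562 cells with 4sU and IAA (95% interval 91.4% to 97.0%, 283 UMIs). PDLIM5, which encodes a PDZ and LIM domain protein of the actin cytoskeleton, had 16.5% (11.1% to 23.0%, 164 UMIs, under the minimum of 200 set for shares of genes). GAPDH, a glycolytic enzyme gene with a stable mRNA, had 5.98% (4.90% to 7.22%, 1689 UMIs), and its processed pseudogenes may share reads with it. In untreated K562 cells the labeled shares were 1.62% for MYC, 3.83% for PDLIM5 and 0.40% for GAPDH. MYC lies on chromosome 8 of GRCh38 from 127735434 to 127742951, PDLIM5 on chromosome 4 from 94451857 to 94668227, and GAPDH on chromosome 12 from 6534512 to 6538374. Over 3433 genes with at least 200 UMIs, the labeled share had a median of 15.2%, with 4.50% at the 5th percentile and 47.7% at the 95th. The paper takes the order of these 3 genes and of all detected genes to indicate that labeling and sequencing of newly transcribed RNA in single cells by Well-TEMP-seq are feasible.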

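Genes known for short-lived mRNAs, such as PPP1R15A, TXNIP and BHLHE40, had high labeled shares in K562 cells with 4sU and IAA. The median over the 8 measured was 93.6%, above every one of 10000 random lists matched on expression, and in HCT116 cells at 0 d the median over 15 measured was 85.8%, again above every random list. Immediate-early genes, which respond to growth signals within minutes, had a median of 87.0% in K562 cells (3 measured) and 88.4% in HCT116 cells (12 measured). Genes known for long-lived mRNAs, such as RPLP0 and FTL, had 6.32% in K562 cells and 8.78% in HCT116 cells (31 measured in each), at percentiles 10.3 and 6.34 of the random lists, a description of these libraries. The highest labeled shares in K562 cells were those of GDF15 (96.5%), a stress-induced cytokine, HHEX (95.4%), MYC, ID1 (94.7%), TXNIP (94.5%), BHLHE40 (94.4%), SNHG15 (93.0%), PPP1R15A (92.8%), MATN1 (92.4%) and DDIT3 (90.2%). Among the 10 lowest in K562 cells were HBG1 (0.0653% of 12248 UMIs), RPS23 (1.40%) and ZNF652 (1.42%), and most of the others were pseudogenes whose reads are hard to assign. In HCT116 cells the highest were DUSP6 (97.6%), a phosphatase that restrains ERK, KLF10 (96.3%), KLF5, CCNL1 and GADD45A (93.0% each), MYC (92.8%, 90.4% to 94.8%), DUSP5 (92.5%), TRIB1 (92.4%), PARD6B (92.3%) and ID2 (91.6%). The lowest in HCT116 cells included TMSB10 (0.597%), MT-RNR2 (0.625%), RPLP1 (1.13%), RPS2 (1.21%) and S100A6 (1.78%). JUNB, an AP-1 subunit, had 98.6% in K562 cells (92.2% to 100%, 69 UMIs) and 91.5% in HCT116 cells, FOS had 72.4% (52.8% to 87.3%, 29 UMIs) and 80.0%, and ACTB had 18.2% (16.9% to 19.5%) and 17.3%. In HCT116 cells PDLIM5 had 46.5% (40.6% to 52.5%) and GAPDH 6.25% (4.46% to 8.48%). GAPDH had 8.54% in the HCT116 control without 4sU and IAA, a library whose own T-to-C sites may have been kept. Over 2823 genes of HCT116 cells the median was 21.2%, with 6.77% at the 5th and 60.6% at the 95th percentile. Across 2143 genes measured in both lines, Pearson's r of the shares was 0.755 and Spearman's rho 0.741, and genes are not independent replicates.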

Global analysis of all detected genes in K562 cells and HCT116 cells further confirmed that mRNAs with high turnover have a larger fraction of newly transcribed RNAs (Supplementary Fig. 1e,f). Therefore, these results indicated that labeling and subsequent sequencing of newly transcribed RNAs in individual cells by Well-TEMP-seq are feasible.

### Characterizing transcriptome dynamics in 5-AZA-CdR response

To demonstrate the ability of Well-TEMP-seq to resolve temporal dynamics of single-cell gene expression, we applied Well-TEMP-seq to profile the transcriptome dynamics of colorectal cancer cells in response to 5-AZA-CdR, an anti-tumor DNA-demethylating agent. Decitabine (also called 5-AZA-CdR) is a FDA-approved DNA methylation-inhibiting drug^23,24^. After incorporating into DNA, 5-AZA-CdR, the cytidine analog can trap DNA methyltransferases, induce proteasomal degradation, and result in heritable global DNA demethylation^25^. However, it is still unclear whether the clinical efficacy of 5-AZA-CdR is from promoter demethylation of aberrantly methylated tumor suppressor genes (TSGs) or the consequence of 5-AZA-CdR-induced double-stranded RNA (dsRNA) expression and the resultant interferon response pathway^24^. Moreover, the early-stage (e.g., the first three days) gene expression dynamics of colorectal cancer cells treated with 5-AZA-CdR is still unknown due to the lack of sensitive methods to unravel the changes of transcription states in the short period.

As depicted in Fig. 3a, we first treated HCT116 colorectal cancer cells with low-dose (300 nM) 5-AZA-CdR for different durations (0 day, 1 day, 2 days, and 3 days) and labeled the nascent RNAs with 4sU (200 μM) for 2 h immediately preceding harvest. Harvested cells were fixed with methanol to preserve their states of each condition. Then we performed parallel Well-TEMP-seq of the 4 samples (0 day, 1 day, 2 days, and 3 days) to minimize potential batch effects. 

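HCT116 cells, an epithelial colorectal carcinoma line, were treated with 300 nM 5-AZA-CdR for 0, 1, 2 or 3 d, given 4sU (200 μM) for the last 2 h, and profiled with IAA conversion. A further library, called the HCT116 control here, had neither 4sU nor IAA. The 5 libraries held 9104837 UMIs (control), 3677515 (0 d), 6299384 (1 d), 5982766 (2 d) and 6396583 (3 d). From 0 to 3 d these included 721056, 1177122, 1152425 and 1193491 labeled UMIs. Cells were the 4000 barcodes of the control, and for 0 to 3 d the barcodes with a detection rate in the source data of Fig. 3c. New RNA here means labeled UMIs, old RNA unlabeled UMIs and total RNA their sum. For each gene, UMIs were summed over the cells of a library, divided by the library's labeled sum (for new RNA), and given per 10000, and each treated library was set against 0 d as a fold with a 95% interval from the exact binomial distribution of the pair of counts. A gene list is described by the median log2 fold of its members with at least 20 labeled UMIs over the pair (pseudocount 0.5), and by its percentile among 10000 random lists matched on expression, which describes these libraries and is no test. All folds share the 0 d library, so an error in it enters every fold. Scaling by TMM in place of the labeled sum shifts the median log2 fold of all genes at 1 d by 0.13.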

After quality filtering, we obtained paired single-cell new and old transcriptomes of about 16,000 cells (Supplementary Fig. 3 and Supplementary Data 2). 

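The HCT116 cells counted were 3874 at 0 d, 3921 at 1 d, 3975 at 2 d and 3932 at 3 d, 15702 in all. The keratin genes KRT8 and KRT18, which mark simple epithelia, made up 12.8 and 12.5 of every 10000 UMIs at 0 d, 10.4 and 14.2 at 1 d, 13.1 and 16.3 at 2 d, and 15.2 and 17.3 at 3 d. EPCAM, an epithelial adhesion molecule, made up 4.50, 3.84, 3.63 and 3.59 in the same order. KRT8 and EPCAM were chosen after their values were seen. A cell held a median of 490.5 UMIs and 372 genes at 0 d, 974 and 627 at 1 d, 759 and 493 at 2 d, and 716.5 and 460.5 at 3 d. Thinned to 1000 UMIs, HCT116 cells held a median of 673, 658, 634 and 621 genes at 0, 1, 2 and 3 d, with 2898, 2009, 2408 and 2415 shallower barcodes left out. Mitochondrial genes held 7.13% of the UMIs at 0 d, 6.60% at 1 d, 10.2% at 2 d and 10.3% at 3 d. The mean per cell was 949 UMIs and 553 genes at 0 d, 1607 and 830 at 1 d, 1505 and 752 at 2 d, and 1627 and 743 at 3 d. The paper's values in Supplementary Data 2 are 1109.5 and 632.19, 1609.53 and 829.34, 1532.03 and 761.37, and 1757.69 and 790.78.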

Current metabolic RNA labeling strategies may cause incomplete 4sU labeling of newly transcribed RNAs due to the presence of pre-existing uridine in cells and lead to inaccurate fraction of new transcripts for each gene in each cell (Fig. 3b). When using T-to-C substitutions as a proxy for newly transcribed RNAs, false positives may arise from PCR errors and sequencing. To overcome these issues, we adapted a binomial mixture model from the recently established GRAND-SLAM statistical correction approach^26^ and optimized it for UMI-based Well-TEMP-seq datasets. The expression level of new transcript for each gene at each time point was obtained from the maximum likelihood function of the statistical model (detailed in Methods). We calculated the detection rate, α (the ratio between observed and corrected newly transcribed RNA levels in individual cells) by dividing the number of all observed labeled transcripts by the number of all estimated new transcripts for each cell (Fig. 3c). Then the corrected new RNA level of each gene in each cell was inferred by dividing the observed new RNA level by α (Fig. 3d).

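In HCT116 cells with 4sU and IAA, the labeled share of all UMIs was 19.6% at 0 d, 18.7% at 1 d, 19.3% at 2 d and 18.7% at 3 d, against 3.97% in the HCT116 control. The median share in single HCT116 cells was 18.8% at 0 d (quartiles 16.1% and 21.6%), 18.2% at 1 d (15.8% and 20.6%), 18.5% at 2 d (15.8% and 21.2%) and 18.1% at 3 d (14.6% and 21.6%). The detection rate α that the paper gives for each cell had medians of 0.710, 0.712, 0.661 and 0.671 at 0, 1, 2 and 3 d. Labeled UMIs divided by α, and held to at most the UMIs of each gene in each cell, gave median new RNA shares of 20.2%, 19.8%, 20.4% and 20.0%. The legend of the paper's figure gives fewer cells for these rates than the barcodes in its source data that were used here, and which cells it counts is not stated. In the control, the 10 genes with the most labeled UMIs held 17.4% of them. GSTP1, a glutathione transferase gene, had a labeled share of 38.4% in the control and 4.83% at 0 d, and ATP5MC3, a subunit of ATP synthase, had 26.4% and 7.69%. FTL, the light chain of ferritin, had 10.2% in the control and 2.90% at 0 d. GSTP1, ATP5MC3 and FTL were chosen after their values were seen. T-to-C sites of the control were left out of the experimental groups by the authors. The paper does not state whether this holds for the control itself. Each of the control's 10 genes with the most labeled UMIs had a lower share at 0 d, with 4sU and IAA. This argues against the same sites having been left out of the control. Its shares may not compare with those at 0 to 3 d, nor serve as a background to subtract. A further 298 barcodes of the 0 to 3 d libraries have no detection rate and were left out.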

**Fig. 3:**
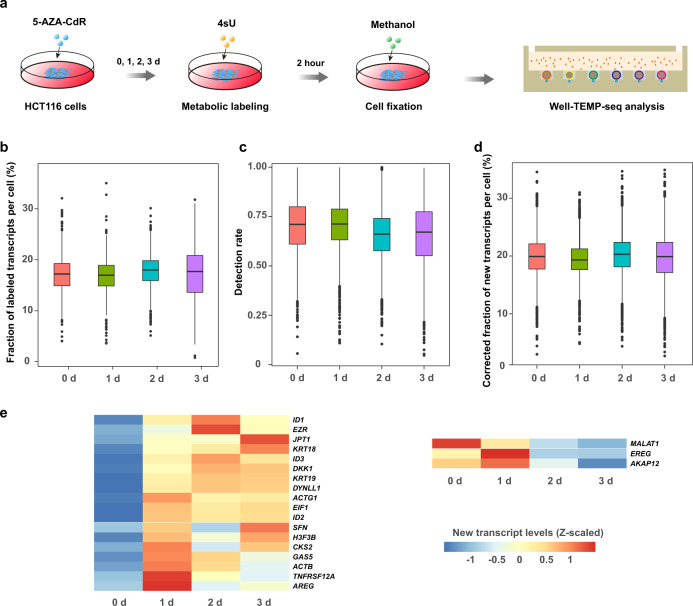
Well-TEMP-seq characterizes the transcriptome dynamics of HCT116 cells in 5-AZA-CdR response. **a** Experimental scheme of characterizing the transcriptome dynamics of 5-AZA-CdR-treated HCT116 cells with Well-TEMP-seq. Cells were treated with 300 nM 5-AZA-CdR for 0/1/2/3 d. Cells in each group were labeled with 200 μM 4sU for 2 h before fixation for Well-TEMP-seq. **b** Box plot showing the fraction of labeled transcripts per cell in different groups before correction. Here, correction is essential since current metabolic RNA labeling strategies may cause incomplete 4sU labeling of newly transcribed RNAs due to the presence of pre-existing uridine in cells and false positives arising from PCR errors and sequencing. **c** Box plot of detection rate of different groups. Calculated as the ratio between observed and corrected newly transcribed RNA levels for each cell, the detection rate is an important coefficient in the correction process and represents the labeling efficacy of newly transcribed RNAs. **d** Box plot showing the fraction of new transcripts per cell in different groups after correction. In **b**–**d**, *n* = 872 (0 d), 867 (1 d), 884 (2 d), 832 (3 d) cells and boxplots include centerline, median; box limits, upper and lower quartiles; and whiskers are highest and lowest values no >1.5× interquartile range. **e** Heat maps showing average new RNA levels (z-scaled natural log transformation of (TP10K + 1)) of significantly up-regulated genes (left) and down-regulated genes (right) in response to 5-AZA-CdR treatment. Source data are provided as a Source Data file.

After correction, we performed differential gene expression (DGE) analysis of new transcripts to identify genes in response to 5-AZA-CdR treatment, by comparing the new RNA level of each treated group with that of untreated group (i.e., 1 d vs. 0 d, 2 d vs. 0 d, 3 d vs. 0 d). Genes with an absolute fold change of new RNA expression >1.5 and an adjusted *P* value <0.05 (Bonferroni corrected) in at least one treated group were considered as differentially expressed genes. Compared with gene expression level of cells in the untreated group (0 d), 18 and 3 genes were significantly up-regulated and down-regulated, respectively (Fig. 3e). 

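Of the 18 genes that Fig. 3e shows as higher, 14 had more new RNA than at 0 d on each of the 3 days of 5-AZA-CdR, and of the 3 shown as lower, MALAT1 was lower on each day, as was AKAP12. ID3, a BMP-induced inhibitor of helix-loop-helix transcription factors, was 2.11 times its 0 d level at 1 d, 3.20 times at 2 d (95% interval 2.95 to 3.48) and 2.61 at 3 d (2.40 to 2.84). DYNLL1, a dynein light chain, had folds of 2.00, 2.47 and 2.45, and KRT19, a keratin of simple epithelia, 1.83, 2.16 and 2.34. TNFRSF12A, the receptor of the cytokine TWEAK, had 1.86, 1.21 and 0.945, and CKS2, a cyclin-dependent kinase subunit of mitosis, 1.63, 0.958 and 1.64. AREG, a ligand of EGFR, had 1.44, 0.936 and 1.08, and SFN, the p53-induced protein 14-3-3 sigma, 1.16, 0.802 and 1.52. AKAP12, a scaffold protein of kinase A, had 0.972, 0.842 and 0.735, and its 1 d value lies above 0 d with TMM or DESeq2 scaling. With TMM, TNFRSF12A at 3 d and CKS2 at 2 d also lie above 0 d, as they do in the mean over cells of ln(labeled UMIs per 10000 + 1), where AREG and SFN at 2 d and AKAP12 at 1 d lie above it too. On that ln scale 92.1%, 82.7% and 79.3% of 1875 genes lay above 0 d at 1, 2 and 3 d. On at least 1 day, 14 of the 18 had a fold over 1.5, and 2 of the 3 were lower by more than that. The median log2 fold of the 18 was 0.56 at 1 d, 0.41 at 2 d and 0.67 at 3 d, and that of the 3 was -0.042, -0.53 and -0.52, where the 1 d value is 0.089 with TMM and 0.0055 with DESeq2. The paper chose these genes on the same libraries, so their direction is not independent evidence. In total RNA against the HCT116 control, a baseline chosen after seeing the data, 7 of the 18 were higher on each day. In total RNA against 0 d, also chosen after seeing the data, 10 of the 18 were higher and 0 of the 3 lower on each day.

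**Figure D2:**
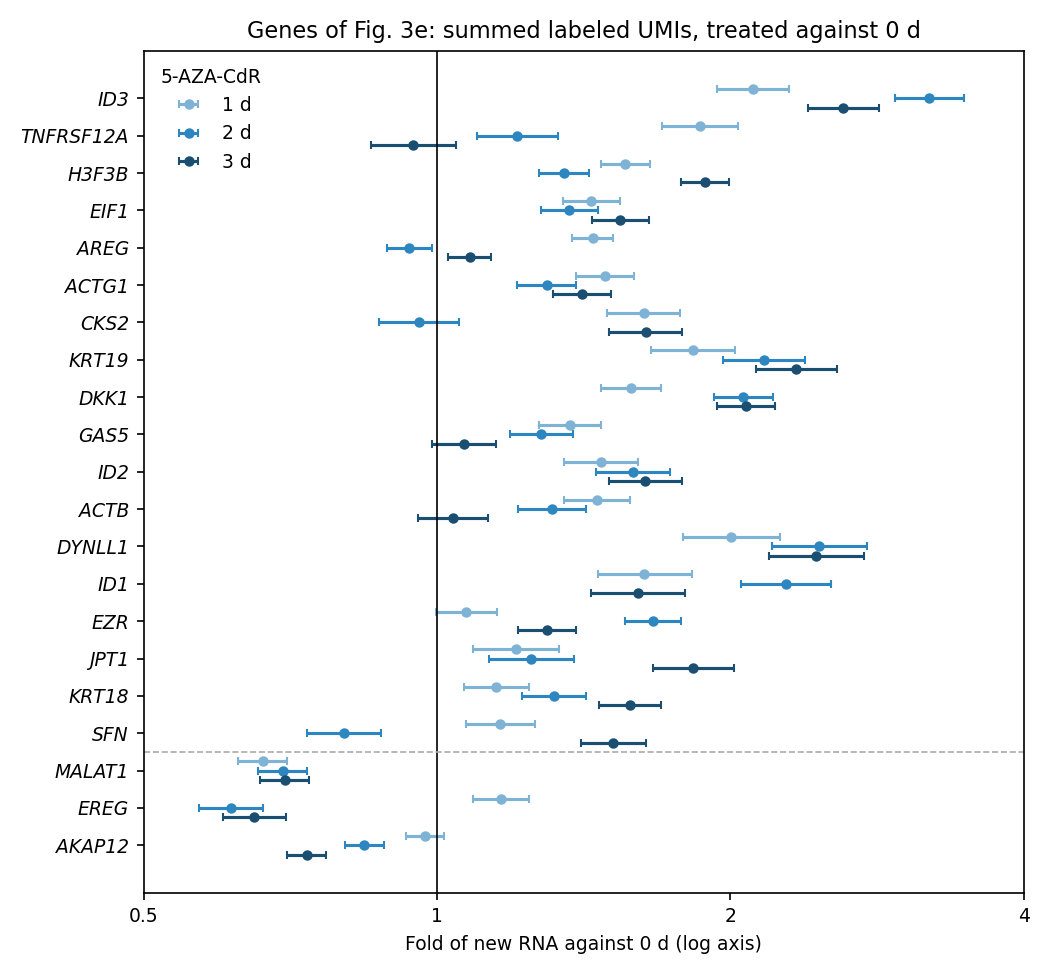
New RNA of the 21 genes of Fig. 3e after 1, 2 and 3 d of 5-AZA-CdR, as fold of 0 d (log axis) with 95% intervals for counting error. ID3 has the largest fold, 3.20 at 2 d, and MALAT1 lies below 0 d on each day, while AKAP12 at 1 d lies below 0 d per labeled UMI and above it with TMM or DESeq2 scaling.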

Previous studies revealed that a low-dose 5-AZA-CdR treatment after five days could induce global DNA demethylation in HCT116 cells^23,24^. Genes with hypermethylated promotors will be re-activated while genes with methylated gene bodies will be repressed upon 5-AZA-CdR treatment. We found that TSGs (e.g., *DKK1* and *GAS5*) in colorectal cancer with hypermethylated promotors were re-activated and two oncogenes (i.e., *EREG* and *MALAT1*) were down-regulated upon 5-AZA-CdR treatment. 

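DKK1, a secreted Wnt antagonist, had more new RNA on each day of 5-AZA-CdR in HCT116 cells, with folds against 0 d of 1.58 at 1 d (95% interval 1.47 to 1.70), 2.06 at 2 d (1.93 to 2.21) and 2.08 at 3 d (1.94 to 2.22). GAS5, a growth arrest RNA that hosts snoRNAs, had 1.37 (1.27 to 1.47), 1.28 (1.19 to 1.38) and 1.07 (0.987 to 1.15), so the 3 d value was not distinguishable from 0 d at this depth. EREG, a ligand of EGFR, had 1.16 at 1 d (1.09 to 1.24), 0.614 at 2 d (0.569 to 0.663) and 0.649 at 3 d (0.603 to 0.699). MALAT1, a long RNA kept in the nucleus, had 0.662 (0.625 to 0.702), 0.695 (0.655 to 0.736) and 0.698 (0.659 to 0.739). Labeled UMIs at 0, 1, 2 and 3 d were 1074, 2773, 3539 and 3692 for DKK1, 1052, 2353, 2150 and 1855 for GAS5, 1370, 2601, 1345 and 1472 for EREG, and 2195, 2373, 2437 and 2535 for MALAT1. In GRCh38, DKK1 lies on chromosome 10 from 52314281 to 52318042, GAS5 on chromosome 1 from 173858559 to 173868882, EREG on chromosome 4 from 74365145 to 74388749, and MALAT1 on chromosome 11 from 65497640 to 65508073. Wnt antagonists and targets had median log2 folds of 0.36 at 1 d, 0.64 at 2 d and 0.77 at 3 d (6, 7 and 7 measured), with CCND1, a cyclin of G1, at 1.39, 1.56 and 1.33 times 0 d and ZNRF3, a Wnt feedback inhibitor, at 0.629, 1.35 and 1.72. Of 10 measured genes methylated in colorectal tumors, 4, 5 and 8 were above 0 d, with medians of -0.17, -0.039 (0.025 with TMM) and 0.41. With no minimum of labeled UMIs their medians were 0.66, 0.40 and 0.81 (25, 23 and 26 measured), and with cells thinned to 50 labeled UMIs, chosen after seeing the data, the 3 d median was -0.17. Of these, TIMP2, an inhibitor of matrix proteases, had 0.633, 1.42 and 1.33, and CDKN2A, which encodes p16, had 0.890, 0.566 and 0.662. The 20 measured snoRNA host genes had medians of 0.14, 0.21 and 0.021 (-0.050 per total UMI), and NOP56 among them had folds of 0.638, 0.711 and 0.638. Nuclear-retained long RNAs had medians of -0.42, -0.43 and -0.28 (5, 6 and 6 measured), with NEAT1, which scaffolds paraspeckles, at 0.718, 0.619 and 0.490. At 2 d their median was 0.23 in total RNA and 0.36 in old RNA. With cells thinned to 50 labeled UMIs, it was -1.08 at 1 d. From DKK1, GAS5, EREG and MALAT1 the paper concludes that 5-AZA-CdR re-activates tumor suppressor genes with methylated promoters and represses oncogenes within 3 d.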

The re-activation of hypermethylated TSGs and repression of overexpressed oncogenes by 5-AZA-CdR would synergistically assert clinical anti-tumor efficacy. Due to its ability to quantify the newly synthesized RNAs, Well-TEMP-seq is more sensitive to reveal the dynamic changes of gene expression in the early stage. Therefore, our single-cell gene expression results revealed the activation of *DKK1* and *GAS5* and the suppression of *EREG* and *MALAT1* in response to the low-dose 5-AZA-CdR treatment in the first three days. It should be noted that we also observed a set of up-regulated genes that were candidate cancer driver genes. 

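DYNLL1, ACTG1 and H3F3B had larger folds in new RNA of HCT116 cells than in total RNA, while DKK1 and EREG had similar folds in both. In total RNA, DYNLL1 had 1.75, 1.52 and 1.57 times its 0 d level at 1, 2 and 3 d, DKK1 1.43, 2.00 and 1.89, and EREG 1.02, 0.593 and 0.550. ACTG1, which encodes gamma actin, had 1.49, 1.30 and 1.41 in new RNA and 0.944, 0.852 and 0.842 in total RNA, and H3F3B, which encodes histone H3.3, had 1.56, 1.35 and 1.88 in new and 1.28, 0.741 and 0.985 in total RNA (both genes have processed pseudogenes). GAS5 had 1.44, 1.89 and 1.26 in total RNA. MALAT1 had 0.791, 1.97 and 1.28 in total RNA and 0.815, 2.23 and 1.39 in old RNA, and its labeled share was 17.2% at 0 d, 13.7% at 1 d, 5.95% at 2 d and 8.91% at 3 d. Over all genes with at least 100 labeled UMIs over the pair, the log2 folds of new RNA spanned 1.49 from the 5th to the 95th percentile at 1 d (1.45 to 1.53, bootstrap over 4741 genes), 1.96 at 2 d (1.89 to 2.03) and 1.88 at 3 d (1.81 to 1.93). Old RNA of the same genes spanned 1.63, 2.32 and 2.15, and total RNA 1.41, 1.94 and 1.76. Counting noise alone, in simulated libraries of the same depth, gave widths of 0.711, 0.703 and 0.740 for new RNA, 0.712, 0.713 and 0.751 for old RNA and 0.459, 0.446 and 0.462 for total RNA, so new RNA carries more of it than total RNA. With at least 500 labeled UMIs over the pair, new RNA spanned 1.33, 1.68 and 1.61, old RNA 1.37, 2.35 and 2.10 and total RNA 1.24, 2.03 and 1.73. Over the same genes, total RNA of the HCT116 control, which had neither drug nor 4sU nor IAA, spanned 2.58, 2.63 and 2.63 against 0 d.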

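ID1 and ID2, targets of BMP signaling that hold back differentiation, had more new RNA on each day of 5-AZA-CdR in HCT116 cells, with folds of 1.63, 2.28 and 1.61 for ID1 and 1.47, 1.59 and 1.64 for ID2. EZR, which links actin to the membrane, had 1.07, 1.66 and 1.30, JPT1 had 1.20, 1.25 and 1.83, EIF1, a factor of start codon selection, had 1.44, 1.37 and 1.54, and KRT18 had 1.15, 1.32 and 1.58. The paper's text does not name which of its genes are candidate drivers, and these are genes of Fig. 3e. ACTB had 1.46, 1.31 and 1.04, and its 3 d value lies below 0 d per total UMI. BMP and TGF-beta response genes had median log2 folds of 0.30, 0.69 and 0.68, and 10 of 12, 11 of 14 and 10 of 13 were above 0 d, among them TSC22D1 with folds of 1.52, 1.31 and 1.61. Keratins and genes of the actin cytoskeleton had medians of 0.21 (-0.019 with cells thinned to 50 labeled UMIs), 0.37 and 0.33, with 27 of 37, 27 of 37 and 26 of 36 above 0 d, and KRT8 had folds of 1.19, 1.30 and 1.93. EGFR ligands and feedback genes had medians of 0.18, -0.24 and -0.24, with 8 of 15 (10 with TMM), 3 of 14 and 4 of 15 above 0 d, and ERRFI1, an inhibitor of EGFR, had folds of 1.35, 0.941 and 0.900. Of the genes on the same side of 0 d on each day, KIAA0040, a gene of unknown function, had the largest geometric mean of the 3 folds, with 6.74 (95% interval 2.94 to 19.0), 8.86 (3.91 to 24.8) and 18.1 (8.17 to 50.0), from 66, 85 and 180 labeled UMIs against 6 at 0 d. The other 9 of the 10 largest geometric means were those of AC136489.1, MPC1, FSTL4, DDIT4L, LONRF2, the pseudogene RPL13AP20, NMNAT1, MT1F and PDLIM3, among which MPC1, a carrier of pyruvate into mitochondria, had 4.49 (1.35 to 23.4), 10.0 (3.23 to 50.2) and 5.44 (1.67 to 28.0) from 3 labeled UMIs at 0 d, with 1.63, 1.61 and 1.25 in total RNA, and MT1F, a metallothionein, had 2.91 (0.967 to 11.8), 8.92 (3.30 to 33.8) and 4.68 (1.66 to 18.3) from 4. The 10 smallest geometric means were those of RRM2, BRCA1, MCM5, NCAPH2, XAB2, RAC3, MAPK12, MAFG, PTGES2 and AP001024.1. RRM2, a subunit of ribonucleotide reductase, had 0.705 (0.624 to 0.796), 0.132 (0.106 to 0.163) and 0.199 (0.165 to 0.237), the DNA repair gene BRCA1 0.705, 0.129 and 0.199, and MCM5, a part of the replicative helicase, 0.510 at 1 d and 0.185 at 3 d. In the mean over cells of ln(labeled UMIs per 10000 + 1), RRM2 and BRCA1 lie above 0 d at 1 d, by 0.022 and 0.0095. On this scale 92.1% of 1875 genes do so, with a median of 0.061, so this turn does not set RRM2 and BRCA1 apart. With cells thinned to 50 labeled UMIs, chosen after seeing the data, BRCA1 and MAPK12 lie above 0 d at 1 d, while EZR at 1 d and NMNAT1 at 3 d lie below 0 d. Thinning leaves fewer labeled UMIs. Before it, NMNAT1 had 4 at 0 d, and MAPK12 had 57 at 0 d and 31 at 1 d, so the turns of NMNAT1 and MAPK12 may be counting error. With the minimum over the libraries at 50 or 200 labeled UMIs in place of 100, 2 of the 10 largest and 3 of the 10 smallest were kept.

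**Figure D3:**
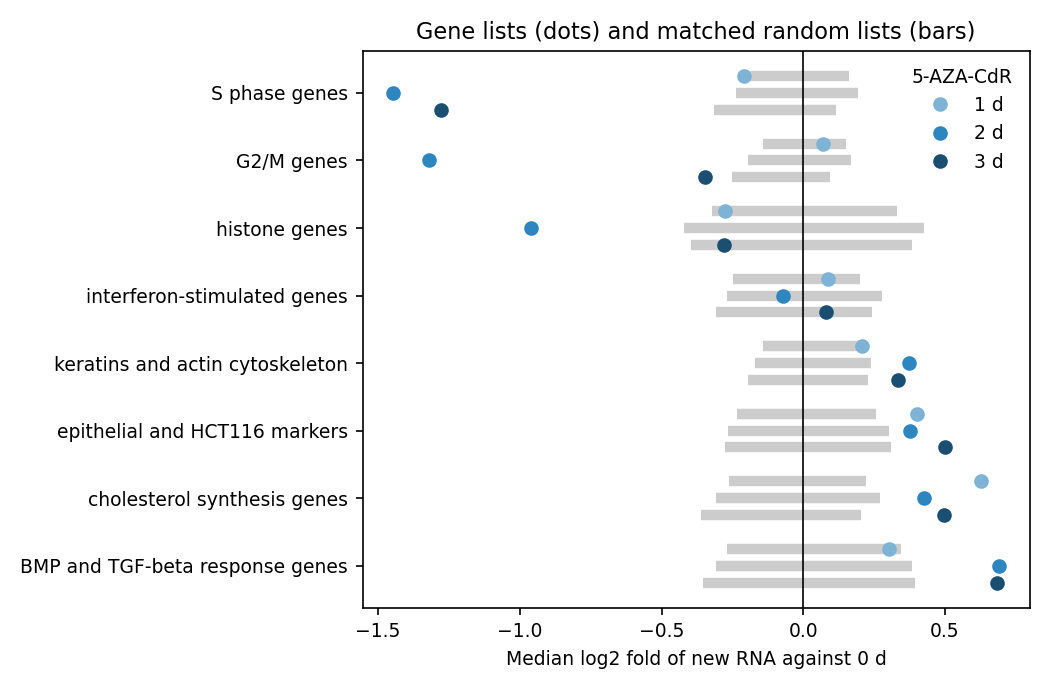
Median log2 fold of new RNA against 0 d for 8 gene lists (dots, 1 per day of 5-AZA-CdR), with gray bars for the central 95% of 10000 random lists matched on expression. BMP and TGF-beta response genes lie at 0.30, 0.69 and 0.68 and keratins and genes of the actin cytoskeleton at 0.21, 0.37 and 0.33.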

Even though the global demethylation induced by 5-AZA-CdR re-activated TSGs and suppressed oncogenes, the upregulation of potential cancer driver genes may raise concerns for potential side effects of 5-AZA-CdR treatment.

### Identification of 5-AZA-CdR-induced, time-dependent regulon activity

Gene expression is tightly regulated by DNA-binding transcription factors (TFs). The coordinated expression of TFs and their respective sets of genes forms the complex gene regulatory networks (GRNs) (Fig. 4a). The pattern of the activities of regulons (i.e., TFs and their target genes) represents the distinct transcriptional state and even cell identity of each cell. Regulon activities of TFs can be quantified by linking cis-regulatory sequences to single-cell gene expression, as demonstrated by the recently proposed single-cell regulatory network inference and clustering (SCENIC) method^27,28^. By applying SCENIC to paired single-cell new and old transcriptomes from Well-TEMP-seq, we identified 95 co-regulated TF regulons with significant cis-regulatory motif enrichment (Figs. 4b, c). With newly transcribed RNAs, SCENIC analysis revealed three regulons (i.e., STAT1, HEYL, and PITX1) that exhibited significant changes in response to 5-AZA-CdR treatment (Fig. 4b). 

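HEYL and PITX1 had few labeled UMIs of their own in HCT116 cells with 5-AZA-CdR. HEYL, a repressor downstream of Notch, had new RNA folds of 0.226 at 1 d (95% interval 0.0802 to 0.561), 0.692 at 2 d (0.354 to 1.36) and 0.954 at 3 d (0.520 to 1.79), from 7, 21 and 30 labeled UMIs against 19 at 0 d, and its 3 d value lies above 0 d with TMM or with barcodes of at least 500 or 1000 UMIs. PITX1, a homeodomain factor, had 0.350 (0.157 to 0.745), 0.447 (0.214 to 0.909) and 0.173 (0.0570 to 0.442), from 12, 15 and 6 against 21. HEYL lies on chromosome 1 of GRCh38 from 39623435 to 39639643 and PITX1 on chromosome 5 from 135027734 to 135034813. Of 4 measured Notch targets, 1 was above 0 d on each day (2 at 3 d with TMM), with medians of -0.99, -0.74 and -0.38, and HES1 had folds of 0.613, 0.521 and 0.629 and NRARP, a feedback inhibitor of Notch, 0.408, 0.167 and 0.201. With no minimum of labeled UMIs, the Notch targets had medians of 0.14 and 0.75 at 1 and 2 d (9 measured) and -0.082 at 3 d (7 measured), so their direction depends on the minimum. Regulon activity, which SCENIC derives from the targets of a factor, was not computed here.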

Although regulons exhibiting significant changes in response to 5-AZA-CdR treatment were also identified in old RNA-based SCENIC analysis and total RNA-based SCENIC analysis (Supplementary Fig. 4), we focused on the new RNA-based SCENIC results since new RNAs more faithfully revealed the 5-AZA-CdR treatment responsive regulation.

**Fig. 4:**
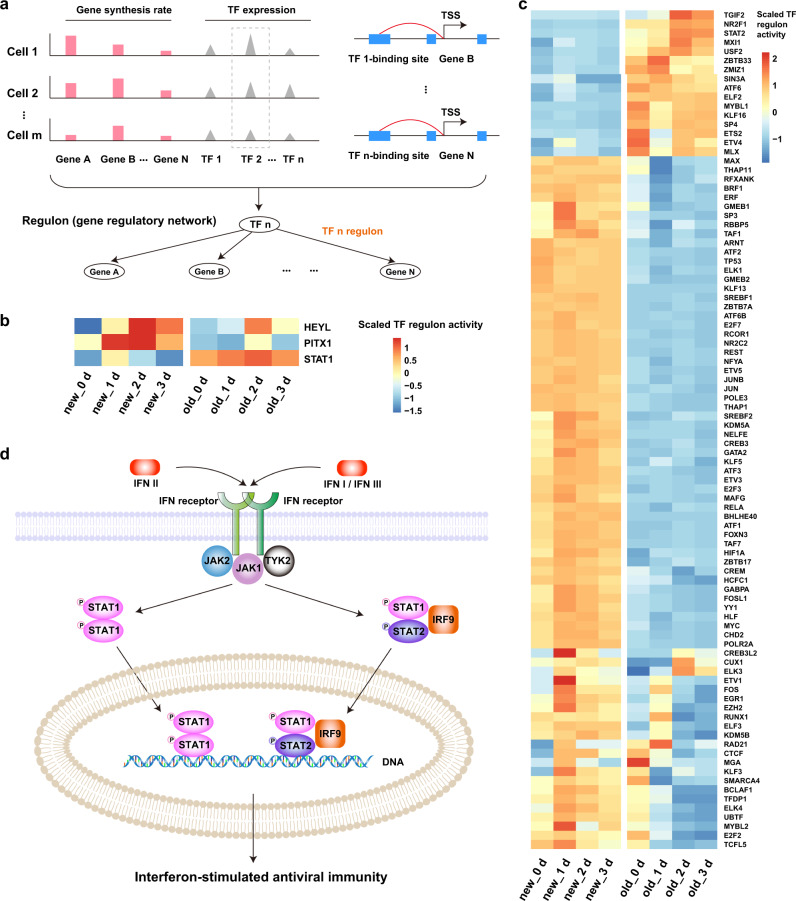
Analysis of treatment-dependent regulon activity of HCT116 cells in response to 5-AZA-CdR. **a** Schematic illustration of regulon identification by linking TFs with their regulating genes. **b** Heat map showing average regulon activity of 3 5-AZA-CdR treatment-dependent regulons of HCT116 cells, inferred from either new or old RNAs. Regulons with significantly increased or decreased activities (absolute fold change >1.5) were identified by a two-sided Wilcoxon rank-sum test (adjusted *P* value <0.05, Bonferroni corrected). **c** Clustered heat map showing the average regulon activity of 92 5-AZA-CdR treatment-independent regulons of HCT116 cells, inferred from either new or old RNAs. **d** Simplified diagram of the IFNI/II/III-associated induction and receptor signaling pathway, leading to the activation of JAK/TYK-STAT pathway and interferon-stimulated antiviral immunity. Source data are provided as a Source Data file.

STAT1 is a signal transducer and transcription activator involved in cellular interferon response^29^. Prior reports established that low-dose 5-AZA-CdR induced RNA polymerase III-driven bidirectional transcription of normally silent repeats^30^. The resultant formation of dsRNA further activated the MDA/MAVS/IRF7 interferon responsive pathway by viral mimicry and produced interferons (IFNs) (Supplementary Fig. 5)^24^. After interferon stimulation, STAT1 is phosphorylated and activated, which further forms pSTAT1 homodimer or pSTAT1/pSTAT2/IRF9 complex to activate antiviral immunity (Fig. 4d)^31–33^. It has been revealed in previous reports that a low-dose 5-AZA-CdR treatment for more than five days induced STAT1 activation in HCT116 cells. However, it remains unknown whether STAT1 is activated in the early stage of treatment (e.g., the first three days). Our results revealed that the 5-AZA-CdR treatment enhanced STAT1 phosphorylation (Supplementary Fig. 6a), the expression of STAT1 target genes (Supplementary Fig. 6b), and the STAT1 regulon activity (Fig. 4b). These results have filled the gap and proved that STAT1 was activated in the first three days upon treatment.

HEYL is a downstream effector of Notch signaling pathway and is frequently down-regulated by promoter hypermethylation, leading to the inactivation of HEYL-associated P53-mediated apoptosis in cancer cells^34,35^. It has been revealed that HEYL inhibited tumor cell dissemination and decreased the metastasis-forming capacity of colorectal cancer and hepatocellular carcinoma^36^. Therefore, the 5-AZA-CdR treatment-dependent enhancement of HEYL regulon activity is beneficial for the anti-tumor effects.

PITX1 is a critical transcription factor involved in suppressing the tumorigenicity of multiple human cancers, including colorectal cancer^37^. The altered RAS pathway by mutated RAS overexpression has been frequently observed in colorectal tumors^38^. PITX1 plays a tumor suppressor role by downregulating the RAS pathway^37,39^. It also has been revealed that PITX1 may activate TP53 apoptosis pathway and suppress the activity of telomerase reverse transcriptase^37,40,41^. However, the low expression of PITX1 is frequently observed in tumors^37^. The treatment of 5-AZA-CdR re-activated the activity of PITX1 regulon and may restore the tumor suppressive functions of PITX1.

Thus, thanks to the high sensitivity of Well-TEMP-seq, we can provide insights into the 5-AZA-CdR induced anti-tumor response of STAT1, HEYL, and PITX1 TFs activation in the early stage of treatment (e.g., in the first three days), which has not been unveiled before. The activation of STAT1-related antiviral immunity and the restoration of tumor suppressive TF activities of HEYL and PITX1 would synergistically contribute to the anti-tumor effects of 5-AZA-CdR treatment.

### Metabolic RNA labeling-based RNA velocity analysis of 5-AZA-CdR response

The concept of “RNA velocity” has recently been proposed as the time derivative of gene expression to predict the future state (on the scale of hours) of an individual cell. RNA velocity can be inferred from scRNA-seq datasets by splicing-based model or labeling-based model to inform the temporal dynamics of gene expression in single cells. To quantify the RNA velocity of HCT116 cells exposed to low-dose 5-AZA-CdR, we adopted dynamo^42^, a recently established computational method, to analyze the datasets from Well-TEMP-seq.

We first examined whether the splicing-based model, which estimates RNA velocity by distinguishing unspliced mRNAs (intronic reads) from spliced mRNAs (exonic reads), can predict the transcriptional trajectory of single cells in response to 5-AZA-CdR treatment. As depicted in Fig. 5, poor 5-AZA-CdR treatment-dependent directionality was consistently observed in the splicing-based RNA velocity flow, lacking coherent transition of vectors. Since metabolic RNA labeling can capture rapid changes in RNA abundance and unambiguously quantify new RNAs via UMIs, we reason that single-cell paired measurements of newly transcribed and old mRNAs from Well-TEMP-seq can be utilized to determine metabolic labeling-based RNA velocity. As expected, the labeling-based model resulted in coherent velocity flows from untreated cells towards 5-AZA-CdR-treated cells in the low-dimensional embedding. 

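Genes of HCT116 cells with more new RNA at 0 d than in a steady state tended to have more total RNA at 2 d and 3 d, and genes with such an excess at 2 d tended to have more total RNA at 0 d and 1 d. For each of 1968 genes, the excess of labeled UMIs over a slope times total UMIs was set against the difference in total RNA to another library, with the cells of each library split at random so that no cell entered both sides, and the agreement is a cosine over genes. From 0 d the cosine was 0.168 toward 1 d, 0.503 toward 2 d and 0.426 toward 3 d, each above the central 95% of 200 simulated sets in steady state (-0.0697 to 0.0816, -0.117 to 0.115 and -0.114 to 0.126). From 1 d it was 0.224 toward 2 d (-0.138 to 0.108) and 0.0835 toward 3 d, inside the range of -0.130 to 0.107. From 2 d it was 0.416 toward 3 d (-0.104 to 0.0888), 0.506 back toward 0 d (-0.148 to 0.120) and 0.524 back toward 1 d (-0.159 to 0.126). The cosines between 0 d and 2 d were thus alike in both directions. A cosine above its range shows a departure from the simulated steady state, and not that new RNA points toward a later day. From 3 d it was -0.188 toward 0 d and -0.220 toward 1 d, both below their ranges (-0.129 to 0.141 and -0.124 to 0.139), and -0.0171 toward 2 d, inside -0.117 to 0.0944. With the slope taken from 0 d alone, the cosines from 1 d were -0.341 toward 2 d and -0.341 toward 3 d, and those from 3 d were 0.365 toward 0 d and 0.334 toward 1 d. Without mitochondrial and ribosomal protein genes, a choice made after seeing the data, the cosine was 0.416 from 1 d toward 3 d, 0.167 from 3 d toward 0 d and 0.198 from 3 d toward 1 d. It fell to 0.0929 from 0 d toward 1 d and rose to 0.563 from 1 d toward 2 d. Velocity in dynamo works on single cells in an embedding and was not computed here, nor was the splicing-based model.

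**Figure D4:**
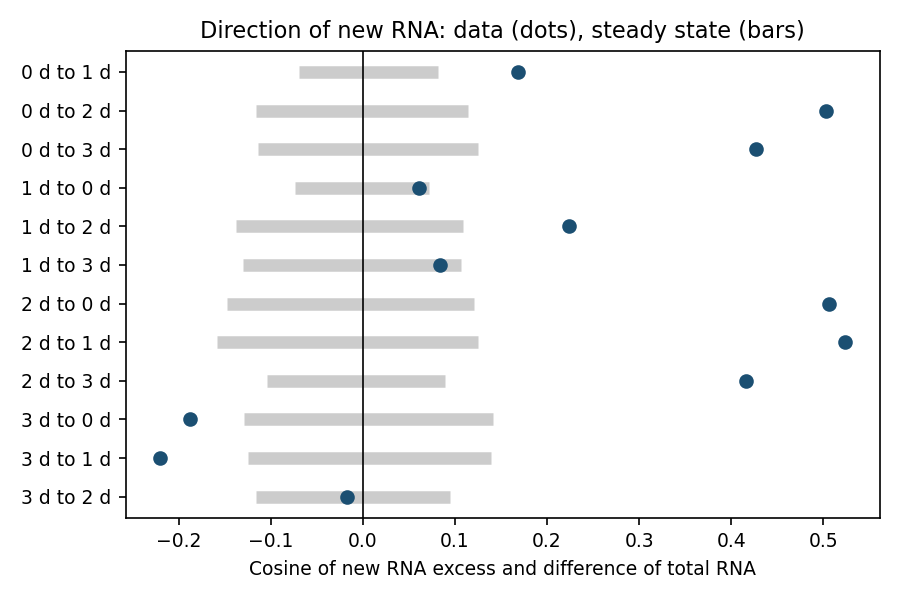
Cosine between the excess of new RNA in 1 library and the difference in total RNA to another, for the 12 ordered pairs of HCT116 libraries at 0, 1, 2 and 3 d, with gray bars for the central 95% of simulated sets in steady state. From 0 d toward 2 d it is 0.503 and from 2 d toward 0 d 0.506.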

Metabolic labeling-based RNA velocity of Well-TEMP-seq accurately recapitulated the temporal dynamics of gene expression of single cells upon 5-AZA-CdR treatment, including the first phase movement from 0 d to 1 d and 2 d and a second phase movement from 0 d to 1 d and 3 d. The randomized velocity control further confirmed the high specificity of the observed RNA velocity.

**Fig. 5:**
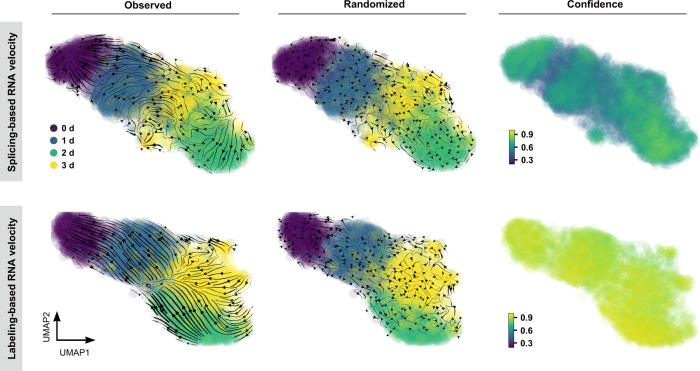
Metabolic labeling-based RNA velocity analysis of HCT116 cells in response to 5-AZA-CdR treatment. UMAP visualization of HCT116 cells treated with 5-AZA-CdR for 0/1/2/3 d characterized by conventional splicing-based (upper-left) or metabolic labeling-based (lower-left) RNA velocity analysis. Cells are color-coded by treatment time. The streamlines reveal the integration paths of local projections moving from the observed state to the extrapolated future state. The magnitude of RNA velocity is indicated by the streamline thickness. Randomized velocity controls (middle) were performed by first shuffling the velocity for genes of each cell and then randomly switching the sign of shuffled velocity values. The cell-wise velocity confidence (right) was measured by how well each velocity vector met the local neighborhood structure-defined geometric constraints.

We also calculated the cell-wise confidence of velocity obtained from both models. Metabolic labeling-based RNA velocity exhibited higher confidence than splicing-based RNA velocity. Due to the sparsity of intronic reads from activity-induced genes and/or fast splicing kinetics, the capture of introns by the splicing-based model is highly biased (Supplementary Fig. 7). In contrast, the metabolic labeling-based strategy can label all new RNAs in a more uniform fashion (Supplementary Fig. 8). These results demonstrated that metabolic labeling-based RNA velocity outperformed splicing-based RNA velocity by accurately determining the observed and extrapolated cell states. The 5-AZA-CdR treatment-dependent state transition discovered by Well-TEMP-seq are difficult to be obtained by standard RNA velocity analysis. Therefore, Well-TEMP-seq supports the metabolic labeling-based and time-resolved RNA velocity analysis of dynamic gene expression in single cells.

## Discussion

Well-TEMP-seq combines metabolic RNA labeling by 4sU with our high-throughput Well-paired-seq scRNA-seq platform for massively parallel joint profiling of newly transcribed and pre-existing RNAs of the same cell. Well-TEMP-seq characterizes the temporal dynamics of single-cell gene expression of HCT116 cells exposed to a low dose of DNA demethylating 5-AZA-CdR, revealing the upregulation of TSGs, downregulation of oncogenes, and activation of antiviral interferon responsive immunity. Splicing-based RNA velocity is very straightforward to inform the future states of a cell by endogenous RNA splicing kinetics, but suffers from highly biased capture of intronic reads due to the sparsity of introns and fast splicing kinetics of many genes. In contrast, metabolic RNA labeling-based Well-TEMP-seq can directly count the new and old transcripts via UMIs to unbiasedly characterize the RNA kinetics for all detectable genes. Moreover, Well-TEMP-seq is capable of experimentally controlling the timing and length of metabolic RNA labeling periods, which makes it flexible to be applied in various biological processes.

Our Well-TEMP-seq is superior to other metabolic RNA labeling-based scRNA-seq methods such as scSLAM-seq, NASC-seq, scEU-seq, sci-fate, and scNT-seq (Supplementary Data 3). First, Well-TEMP-seq can handle up to 8 parallel samples at the same time with the throughput of thousands of single cells per sample. Second, Well-TEMP-seq and other UMI-based approaches require a lower sequencing depth than full-length transcript-based approaches. Third, Well-TEMP-seq costs <US$0.10 per cell for library preparation, which is even lower than other UMI-based approaches. It is noteworthy to mention that the key feature of Well-TEMP-seq is that it is built on the basis of Well-paired-seq with high accuracy and sensitivity. The size-exclusion and locally quasi-static hydrodynamic microwell-based microfluidic chip enable highly efficient loading of single cells (both live and fixed cells) into the microwells, removal of cell-free RNAs and cell clusters, and Poisson distribution-independent single cell/bead pairing. It overcomes the constraints of low cell/bead pairing efficiency and potential interference from cell-free RNAs in scNT-seq. Moreover, Well-TEMP-seq performs IAA chemistry on barcoded beads and thus avoids in situ chemical conversion and multiple centrifugation-induced cell loss as observed in sci-fate.

We anticipate that Well-TEMP-seq will be broadly applied to other complex and dynamic biological systems to characterize the temporal dynamics of single-cell gene expression. Most of the current metabolic RNA labeling experiments are performed with in vitro cell culture models. It is expected that future efforts will be committed to in vivo models by intravenous or intraperitoneal injection of exogenous nucleoside analogs to label newly transcribed RNAs in vivo. Development of new exogenous nucleoside analogs to confer other conversions (e.g., 6-thioguanosine to induce G-to-A conversion) in Well-TEMP-seq may enable independent recordings of different transcriptional processes in single cells to disentangle the complex interactions between different biological processes.

## Methods

### Mammalian cell culture

Human K562 cells (ATCC, CCL-243) and human colorectal cancer HCT116 cells (ATCC, CCL-247) were cultured in high glucose Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (Gibco, catalog no. 11965) and 1× penicillin-streptomycin (Gibco, catalog no. 15140122; 100 U/mL of penicillin, 100 µg/mL of streptomycin) and maintained at 37 °C with 5% CO_2_.

### Sample processing for Well-TEMP-seq

For K562 cells, cells were incubated with 200 μM 4sU for 2 h before cell harvest. For HCT116 cells, cells were treated with 300 nM 5-AZA-CdR for 0 day, 1 day, 2 days, or 3 days. Cells in each group were incubated with 200 μM 4sU for the last 2 h before cell harvest. The labeled HCT116 cells were trypsinized, spun down at 300 g for 5 min (4 °C), and washed once in 1× phosphate buffer saline (PBS). Cells (1 × 10^6^ − 5 × 10^6^ cells) were re-dispersed in 1 volume (100 μL) of ice-cold PBS (with 0.4 U/μL RNase inhibitor). The cell suspension was fixed with 9 volumes (900 μL) of ice-cold methanol (pre-chilled to −20 °C) for 10 min on ice in the dark. Methanol was added dropwise with a gentle vortex to avoid cell clumping. Fixed cells were centrifuged at 900 g for 3 min at 4 °C. Cell pellet was washed (not re-suspended) with ice-cold PBS (with 0.4 U/μL RNase inhibitor) and re-suspended in 100 μL enzyme blocking buffer (saturated ammonium sulfate solution with 50 mM EDTA, 0.8 U/μL RNase inhibitor, pH 5.2). The obtained cells were stored at −20 °C in the dark.

Cells were then re-suspended in PBS (with 0.05% bovine serum albumin) and subjected to cell loading, microbead loading, and cell lysis as described in the Well-paired-seq protocol. Briefly, single cells were loaded into the lower microwells by gravity, and cell clusters and cell-free RNAs were washed away by 1× PBS. After loading of microbeads, mineral oil with lysis aggregates (sakosyl) was introduced to cover the microwells. Sakosyl was quickly dissolved in the microwells containing PBS (water phase). Cells were then lysed and RNAs with poly(A) tails were captured by the oligo(dT) primers on microbeads. The recovered microbeads were pelleted and washed with 6× saline sodium citrate (SSC) and PBS (50 mM, pH 8.0) successively. For chemical conversion, microbeads were re-suspended in reaction buffer (50 mM PBS, 10 mM IAA, 10% DMSO, pH 8.0) and incubated at 37 °C for 1 h. Then 10 mM dithiolthreitol was added to stop the reaction. The microbeads were washed successively with 1× PBS and 1× RT buffer. After one-pot chemical conversion, the remaining library preparation steps were performed as described in Well-paired-seq. Briefly, for each group, microbeads (~10,000) were re-suspended in reverse transcription mix (1× Maxima reverse transcription buffer, 1 mM dNTPs, 1 U/μL RNase inhibitor, 2.5 μM template switching oligo (TSO: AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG, Sangon Biotech), and 10 U/μL Maxima H Minus reverse transcriptase (catalog no. EP0751)). The reverse transcription reaction was proceeded at room temperature for 30 min, followed by incubation at 42 °C for 90 min. After Exonuclease I treatment (1 U/μL Exonuclease I, 37 °C, 45 min), microbeads were subjected to PCR reaction (1× KAPA HiFi hotstart readymix and 0.8 μM ISPCRoligo primer (AAGCAGTGGTATCAACGCAGAGT, Sangon Biotech)). Full-length cDNA was amplified by the following thermal cycling parameter (95 °C for 3 min; 4 cycles of (98 °C for 20 s, 65 °C for 45 s, and 72 °C for 3 min); 10–12 cycles of (98 °C for 20 s, 67 °C for 20 s and 72 °C for 3 min); 72 °C for 5 min and hold at 4 °C). The PCR product was purified twice using 0.6× VAHTS DNA Clean Beads (Vazyme Biotech, catalog no. N411-02) according to the manufacturer’s instructions. The 3′-end enriched sequencing library was prepared by TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, catalog no. TD503) according to the manufacturer’s instructions, except that P5 primer was replaced by a customized P5-TSO-hybrid primer (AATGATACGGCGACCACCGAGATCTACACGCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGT*A*C, Sangon Biotech). After quality control by Qsep-100, the library was sequenced on the Illumina Hiseq X Ten (paired-end, 150 bp). Read 1 primer was replaced by a customized Read 1 primer (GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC, Sangon Biotech).

### Read alignment and quantification

Paired-end sequencing reads of Well-TEMP-seq were processed as described in Well-paired-seq with some modifications. Briefly, reads were first processed using the Drop-seq pipeline (v2.3.0)^43^. For each pair of reads, the cell barcode (base 1–12) and UMI (base 13–20) in Read 1 were tagged to the mRNA read (Read 2). The obtained reads were then trimmed of sequencing adaptors and poly(A) sequences and aligned to the human reference genome assembly (GRCh38) using STAR v2.7.3a^44^. Different from the standard Drop-seq workflow, both exonic and intronic reads that mapped to predicted strands of annotated genes were retained for the downstream analysis. The pipeline of scNT-seq^20^ was adopted to further quantify metabolically labeled and unlabeled transcripts where uniquely mapped reads with a mapping score >10 and T-to-C substitutions with a base Phred quality score >27 were retained. Sites with T-to-C substitutions in the control group without 4sU labeling and IAA treatment were determined and excluded for T-to-C substitution identification in the experimental groups for correction of background mutation. Then a UMI/transcript was identified as labeled (newly transcribed) if there was at least one T-to-C substitution in any one of the mapped reads. For each gene, the total numbers of labeled and unlabeled mRNA were counted and assembled into matrices using the gene name as rows and the cell barcode as columns. Therefore, each cell was associated with two digital gene expression matrices (labeled and unlabeled transcripts).

### Estimation of the portion of newly transcribed transcripts

To address the insufficiency of metabolic RNA labeling, we adopted a statistical model to approximate the real distribution of T-to-C substitution in single cells and estimate the real mutation rate. There are two kinds of T-to-C substitution in a single cell. One is endogenous and the other is induced by exogenous labeling. They behave according to different distributions. A previous study showed that regardless of the kind of substitution, the labeling rates for each gene are quite similar in the same cell^20^. Therefore, here we used a binomial mixture model:

1 $$f\left(\theta,p,q\right)=\theta {{{{{\rm{Binom}}}}}}\left({y}_{i}{{{{{\rm{;}}}}}}p,{n}_{i}\right)+\left(1-\theta \right){{{{{\rm{Binom}}}}}}\left({y}_{i}{{{{{\rm{;}}}}}}q,{n}_{i}\right)$$

2 $${{{{{\rm{Binom}}}}}}\left({y}_{i}{{{{{\rm{;}}}}}}p,{n}_{i}\right)=\left(\begin{array}{c}{n}_{i}\\ {y}_{i}\end{array}\right) \, {{\cdot }} \, {p}^{{y}_{i}}{\left(1-p\right)}^{{n}_{i}-{y}_{i}}$$

3 $${{{{{\rm{Binom}}}}}}\left({y}_{i}{{{{{\rm{;}}}}}}q,{n}_{i}\right)=\left(\begin{array}{c}{n}_{i}\\ {y}_{i}\end{array}\right) \, {{\cdot }} \, {q}^{{y}_{i}}{\left(1-q\right)}^{{n}_{i}-{y}_{i}}$$

The sufficient data for this model are the number of uridine nucleotides ($${n}_{i}$$) observed in transcript *i* and the corresponding mutations ($${y}_{i}$$) for each transcript *i*. $$\theta$$ is the portion of newly transcribed mRNA among all mRNAs in each experiment, then $$p$$ is the mutation rate in labeled mRNAs and $$q$$ is the mutation rate in unlabeled mRNAs. To avoid sequence error, we generated a consensus sequence for each transcript by gathering reads with the same UMI index and picking the most frequent variant at each site. UMIs with fewer than 2 reads were filtered. 100000 consensus sequences were randomly selected to compute p and q in the above model for each time point. The built likelihood function was maximized by the Nelder-Mead algorithm and repeated 100 times to obtain the maximum function value. The corresponding p and q were chosen as final parameters (achieved by nloptr in R v4.0.0)^45^.

The obtained 4 sets of p and q (4 time points) were used for calculating $${\theta }_{{gene}}$$, the level of new transcript for each gene at each time point, according to the above statistical model. Since the detection rate *α* of most genes are highly similar in one cell, the mean detection rate *α* is obtained by dividing the number of all observed labeled transcripts by the number of all estimated new transcripts for each cell and can be calculated as

4 $${\alpha }_{{cell}}=\frac{{L}_{{cell}}}{{\sum \theta }_{{gene}}({L}_{{gene}}+{U}_{{gene}})}$$

After calculating $${\alpha }_{{cell}}$$, the estimated new RNA level for each gene in each cell can be calculated as

5 $${N}_{{gene}}={{\min }}\left(\frac{{L}_{{gene}}}{{\alpha }_{{cell}}},\left({L}_{{gene}}+{U}_{{gene}}\right)\right)$$

where $${L}_{{gene}}$$ is the number of labeled RNA of a gene in that cell and $${U}_{{gene}}$$ is the number of unlabeled RNA of the same gene in that cell. The computed new and old transcripts were used for all downstream single-cell analyses, including differential gene expression analysis, SCENIC-based single-cell regulon activity analysis, and RNA velocity analysis.

### Identification of differentially expressed genes (DEGs)

Differential gene expression analysis of RNAs between different time points of 5-AZA-CdR treatment (1/2/3 d) and control (0 d) was carried out with the FindMarkers function in Seurat package using the default Wilcoxon rank-sum test. Genes with an absolute fold change >1.5 and an adjusted *P* value <0.05 (Bonferroni corrected) in expression between treatment groups (at least one group) and control group were considered as differentially expressed genes. Mitochondrial genes and ribosomal protein-coding genes were excluded for downstream analysis. The identified DEGs were divided into two groups (i.e., the up-regulated group and the down-regulated group).

### Analysis of single-cell regulon activity

Regulon activities of TFs were quantified by linking *cis*-regulatory sequences to single-cell gene expression as demonstrated by the recently proposed single-cell regulatory network inference and clustering (SCENIC) method^27,28^. Regulon modules were identified by inferring the coexpression of TFs and sets of target genes containing TF-binding motifs in their promotors. First, the gene expression matrix (genes expressed in fewer than 20 cells were removed) was separated into two parts (i.e., new transcripts and old transcripts) and saved in RDS format. The RDS files were transformed into loom format and provided as inputs for SCENIC analysis. Therefore, specific regulon modules associated with either new or old transcriptomes from the same cell could be identified separately. Coexpression modules were inferred by GRNBoost (implemented in pySCENIC v0.11.2) and the weight between TFs and their target genes was quantified. Target genes that failed to show a positive correlation (>0.03) in each TF module were removed. Second, cisTarget was adopted to perform *cis*-regulatory motif enrichment of target TF motifs in the 10-kb window around genes’ promoters and to identify putatively direct targets. Indirect targets without significant motif enrichment of the correct upstream regulator were discarded. Third, the activities of the obtained TF regulon modules in each cell were calculated by the AUCell algorithm implemented in pySCENIC. For each TF, the mean AUC value of all cells belonging to the same group was computed and scaled by the scale function in R. The TF regulon activities of different groups and clustering were visualized by heat map using the pheatmap package (v1.0.12) in R. Two-side Wilcoxon rank-sum test was performed to quantify the significance of difference for TF activity. Regulons with an absolute fold change of regulon activity > 1.5 and an adjusted *P* value <0.05 (Bonferroni corrected) between treated groups (at least one group) and untreated group (i.e., 1 d vs. 0 d, 2 d vs. 0 d, 3 d vs. 0 d) were considered as 5-AZA-CdR treatment responsive regulons.

### Splicing-based RNA velocity analysis

Spliced and unspliced counts are required for standard RNA velocity (splicing-based RNA velocity). First, we adopted the Drop-seq pipeline to generate the aligned bam file^46^. Second, the dropEst function in dropEst pipeline was applied for demultiplexing reads to separate spliced and unspliced reads. The parameter was set as ‘-M -V -b -f -L eiEIBA’ and the GRCh38 genome annotations were used. Dynamo, the computational framework for both standard and metabolic labeling-based RNA velocity analysis, was then used for RNA velocity analysis. The RNA dynamics and velocity information was calculated with the model of “auto”. Ultimately, we mapped the high-dimensional velocity vectors to 2-dimensional UMAP space and realized the visualization by streamline plot, randomized streamline plot, and phase diagrams with default settings.

### Labeling-based RNA velocity

For metabolic labeling-based RNA velocity analysis, the new transcript and total transcript counts are required. First, the scNT pipeline^20^ was adopted to separate and count new transcripts and old transcripts. After correcting the transcriptome profiles of new RNAs, the data for new transcripts and total transcripts were loaded into dynamo. The model was set as “auto” and the option of “NTR_vel” was defined as “True”. Similar to splicing-based RNA velocity analysis, the streamline plot, randomized streamline plot, and phase diagrams were visualized with default settings.

### Western blotting

HCT116 cells were treated with 300 nM 5-AZA-CdR for different durations (0 d, 1 d, 2 d, 3 d). Cells were lysed in RIPA buffer (Beyotime, catalog no. P0013E) supplemented with protease inhibitor (Beyotime, catalog no. ST506) for protein extraction. The equal weight of denatured proteins (20 μg) were separated by SDS-PAGE and then transferred onto a PVDF membrane (Millipore). The membrane was blocked in 5% non-fat milk dissolved in Tris-buffered saline with Tween-20 (TBST) for 1 h and then washed by TBST three times. Subsequently, the membrane was incubated with rabbit anti-human primary antibodies against STAT1 (phospho Y701) (Abcam, catalog no. ab109457, 1:1000 dilution) or α-tubulin (Abbkine, catalog no. ABP52655, 1:1000 dilution) overnight at 4°C and horseradish peroxidase-labeled secondary antibody (Abcam, catalog no. ab97080, 1:10000 dilution) at room temperature for 1 h. The signals of protein were developed by ECL Kit (Beyotime, catalog no. P0018S).

### Statistics & reproducibility

No statistical method was used to predetermine sample size. No data were excluded from the analyses. Two biologically independent replicates were included for K562 Well-TEMP-seq. The technique was also tested and validated in other cell lines. For HCT116 Well-TEMP-seq, no replication was performed for reasons of scale and cost. The order of samples are randomized during drug treatment, and during sample processing in Well-TEMP-seq. For estimation of the fraction of new transcripts, 100,000 consensus sequences were randomly selected to compute p and q in the binomial mixture model for each time point. Investigators were blinded to group allocation during data collection (sequencing) and analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

All sequencing data can be downloaded from Gene Expression Omnibus (GEO) with accession code of “GSE194357”. The human reference genome (GRCh38) used in this study can be downloaded from https://asia.ensembl.org/index.html. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Well-TEMP-seq as a microwell-based strategy for massively parallel profiling of single-cell temporal RNA dynamics
**Source:** Nat Commun. 2023 Mar 7;14:1272. doi: 10.1038/s41467-023-36902-5
**Supplement:** Supplementary file 1 — Supplementary information

1 **Supplementary Information**

2

3

4 **Well-TEMP-seq as a microwell-based strategy for massively parallel**  
5 **profiling of the single-cell temporal RNA dynamics**

6

7 Lin et al.

8

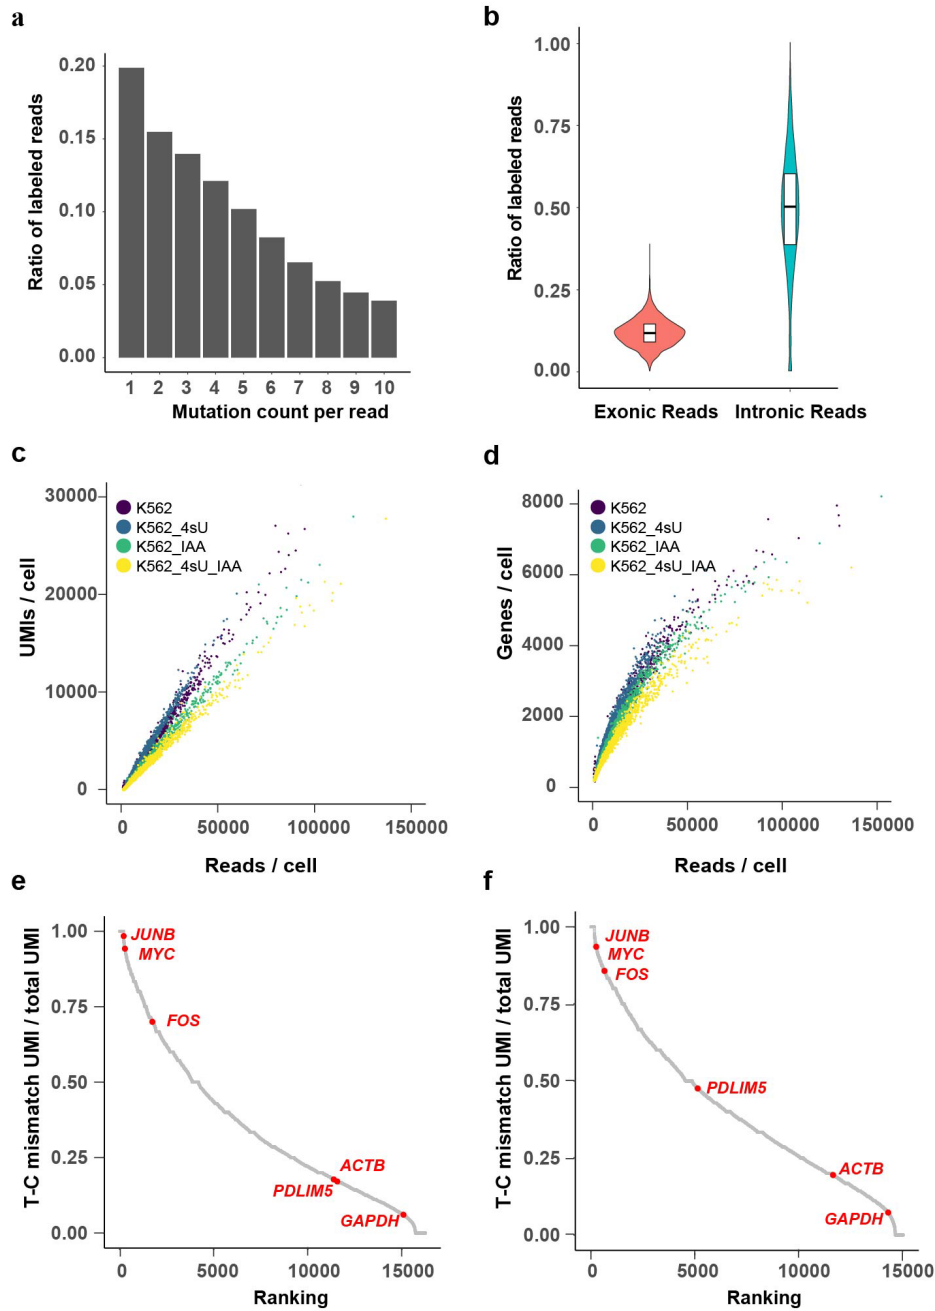

**Supplementary Fig. 1 | Performance and quality control analyses of Well-TEMP-seq.**

(a) Bar plot showing the distribution of T-to-C mutation counts across labeled reads of 4sU-labeled and IAA-treated K562 cells. (b) Violin plot showing the ratio of 4sU-labeled reads per cell of 4sU-labeled and IAA-treated K562 cells, split out by the subsets that map to exons versus introns (n=5000 cells for each group. Boxplots include centerline, median; box limits, upper and lower quartiles). (c) Scatter plot showing the number of UMI detected per cell as a function of aligned reads per cell in

1 different groups. (d) Scatter plot showing the number of gene detected per cell as a  
2 function of aligned reads per cell in different groups. Quantitative information on the  
3 recovery rate and respective loss of transcripts (UMIs) based on the observed  
4 complexities of the obtained sequencing libraries are provided in Supplementary Data  
5 1. (e) Global analysis of the average fraction of T-C mismatch UMIs per cell for all  
6 detected genes in 4sU-labeled and IAA-treated K562 cells. (f) Global analysis of the  
7 average fraction of T-C mismatch UMIs per cell for all detected genes in 4sU-labeled  
8 and IAA-treated HCT116 cells. Source data are provided as a Source Data file.  
9

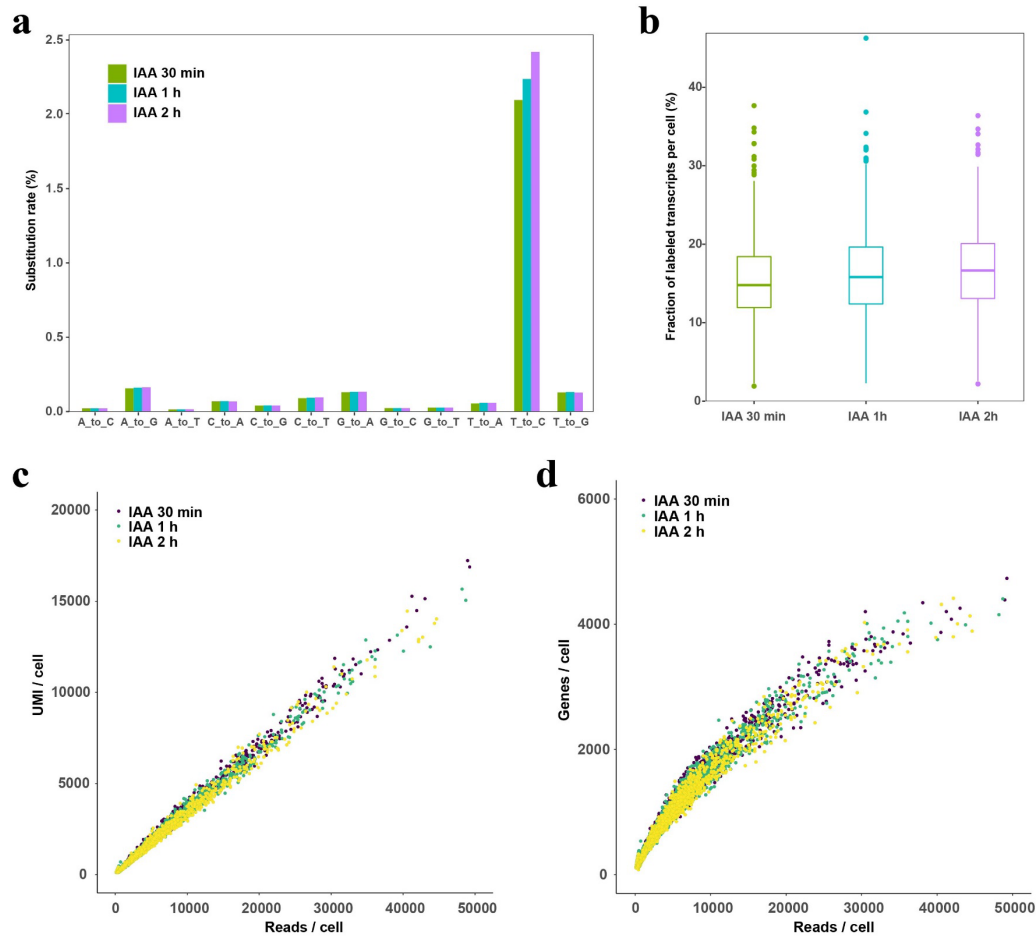

## Supplementary Fig. 2 | Optimization of the IAA chemical treatment duration in Well-TEMP-seq.

(a) Bar plot of nucleotide substitution rates in 4sU-labeled K562 cells treated with IAA for various durations (30 min, 1 h, and 2 h). (b) Box plot of the fraction of labeled transcripts per cell in 4sU-labeled K562 cells treated with IAA for various durations (30 min, 1 h, and 2 h;  $n = 845$  (IAA 30 min), 875 (IAA 1 h), 850 (IAA 2 h) cells. Boxplots include centerline, median; box limits, upper and lower quartiles; and whiskers are highest and lowest values no  $>1.5 \times$  interquartile range). (c) Scatter plot showing the number of UMIs detected per cell as a function of aligned reads per cell in different groups with various IAA treatment durations (30 min, 1 h, and 2 h). (d) Scatter plot showing the number of genes detected per cell as a function of aligned reads per cell in different groups with various IAA treatment durations (30 min, 1 h, and 2 h). The T-to-C conversion rate and the fraction of labeled transcripts both increased as the treatment duration increased while the library complexity decreased slightly when the treatment

1 duration increased. To strike a balance between the labeling efficiency and the library  
2 complexity, we selected the IAA conversion duration of 1 h for Well-TEMP-seq. Source  
3 data are provided as a Source Data file.  
4

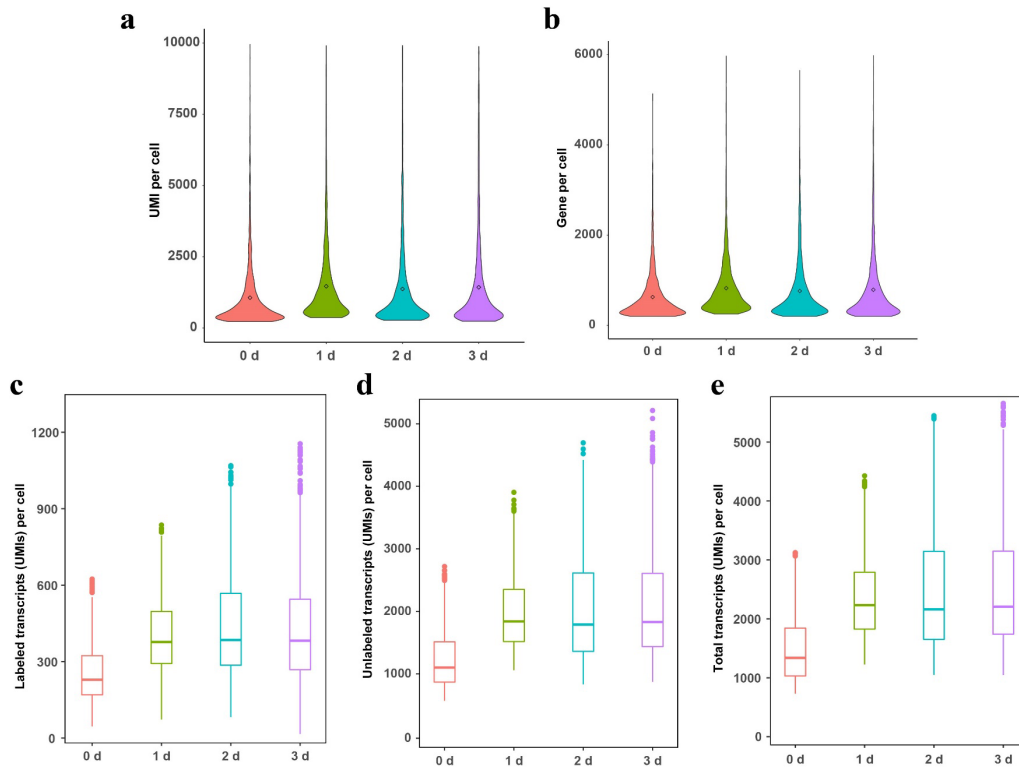

**Supplementary Fig. 3 | Transcripts and genes covered in HCT116 cells treated with 5-AZA-CdR.**

(a) Violin plots of the number of detected UMIs per cell of different groups treated with 5-AZA-CdR. (b) Violin plots of the number of detected genes per cell of different groups treated with 5-AZA-CdR. (c) Box plots of the absolute number of labeled UMIs per cell in different groups treated with 5-AZA-CdR. (d) Box plots of the absolute number of unlabeled UMIs per cell in different groups treated with 5-AZA-CdR. (e) Box plots of the absolute number of total UMIs per cell in different groups treated with 5-AZA-CdR. In c-e, n = 872 (0 d), 867 (1 d), 884 (2 d), 832 (3 d) cells and boxplots include centerline, median; box limits, upper and lower quartiles; and whiskers are highest and lowest values no  $>1.5 \times$  interquartile range. Source data are provided as a Source Data file.

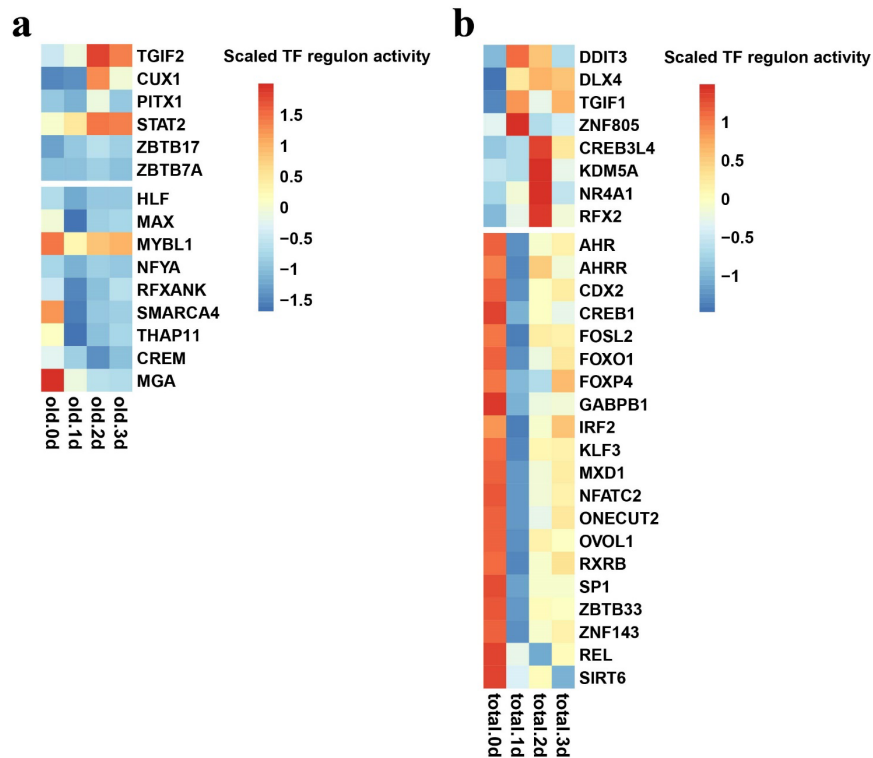

1

2 **Supplementary Fig. 4 | Old RNA-based and total RNA-based SCENIC analysis.**

3 (a) Heat map showing average regulon activity of 5-AZA-CdR treatment-dependent  
4 regulons in HCT116 cells inferred from old RNAs. (b) Heat map showing average  
5 regulon activity of 5-AZA-CdR treatment-dependent regulons in HCT116 cells inferred  
6 from total RNAs. Source data are provided as a Source Data file.

7

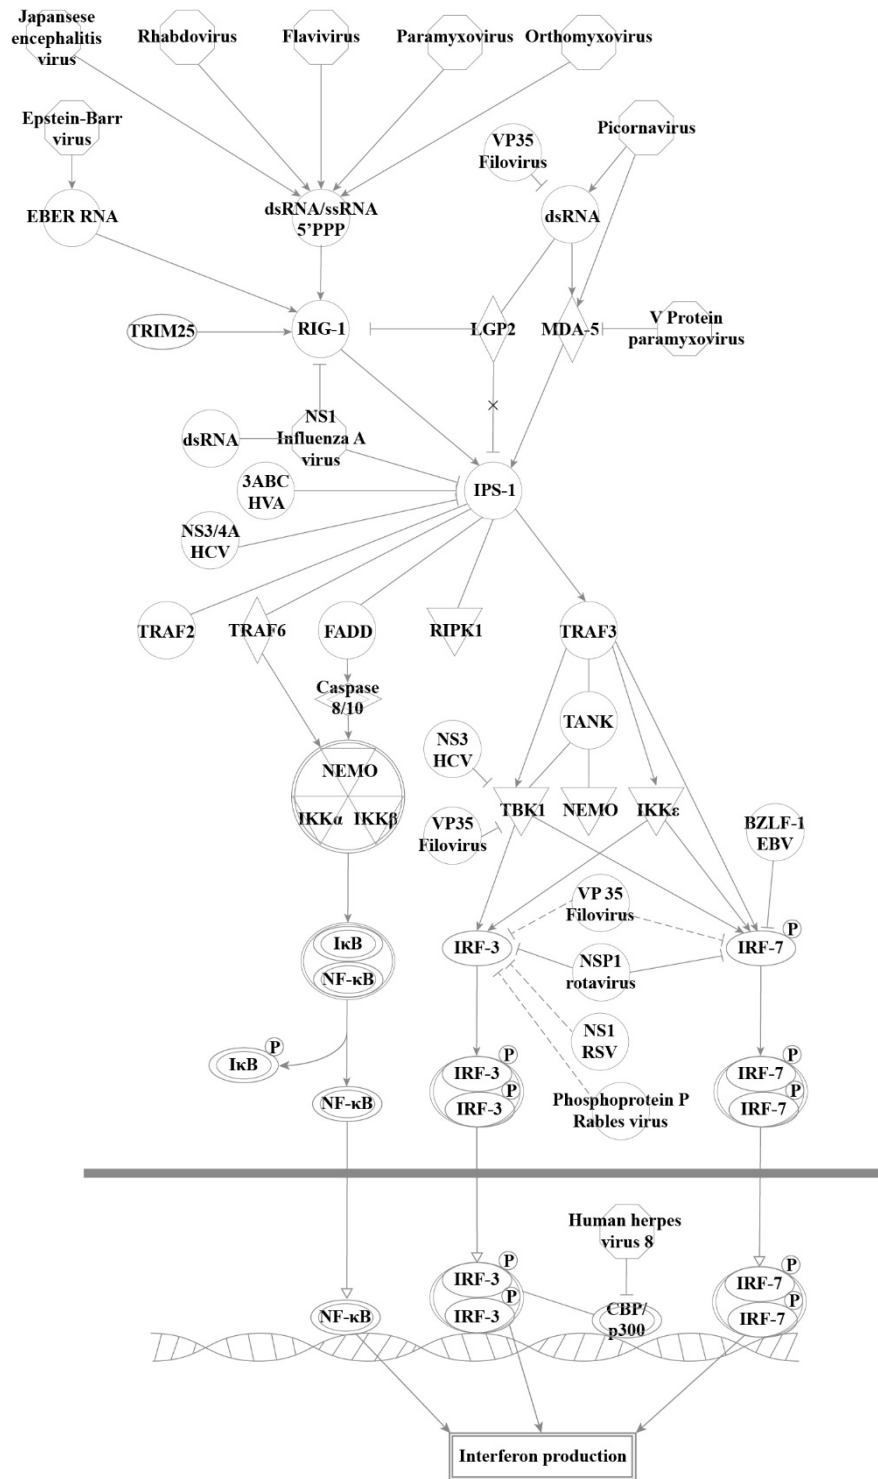

**Supplementary Fig. 5 | Antiviral innate immunity pathway.**

Diagram of the canonical pathway entitled “role of RIG1-like receptors in antiviral innate immunity” from the Ingenuity Pathway Analysis software<sup>[1]</sup>.

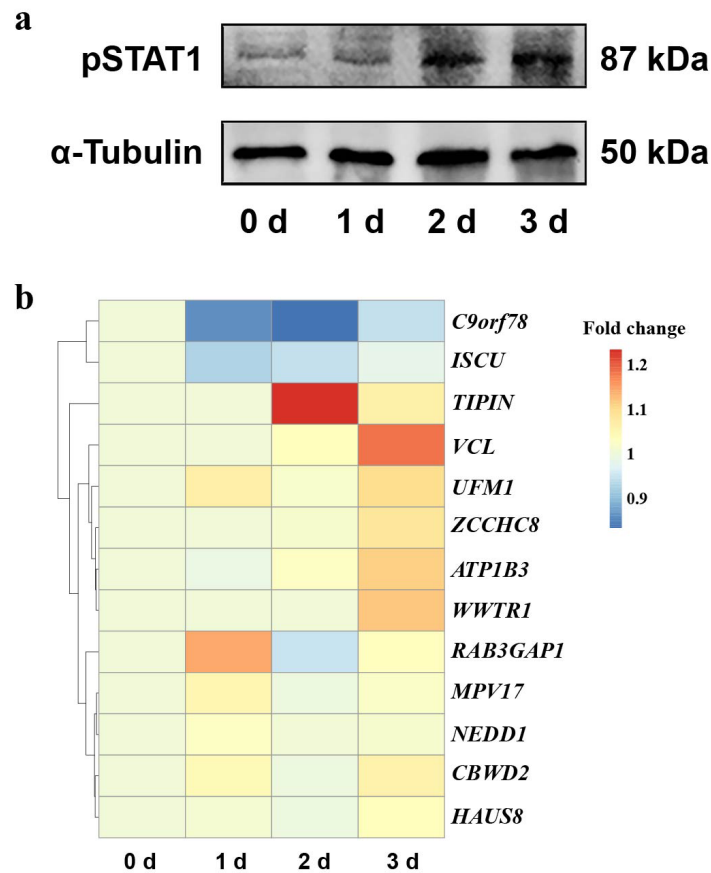

**Supplementary Fig. 6 | Activation of STAT1 and downstream target genes.**

(a) Immunoblot of cellular extracts in response to 5-AZA-CdR treatment. HCT116 cells were treated with 300 nM 5-AZA-CdR for different durations (0/1/2/3 d) and then the cellular proteins were extracted for western blotting. Phospho-Stat1 (Tyr701) monoclonal antibody was used. Two biological replicates were performed to confirm the results. (b) Clustered heat map showing the new RNA levels of STAT1 target genes in response to 5-AZA-CdR treatment. The target genes were identified from single-cell new transcriptomes by SCENIC. Source data are provided as a Source Data file.

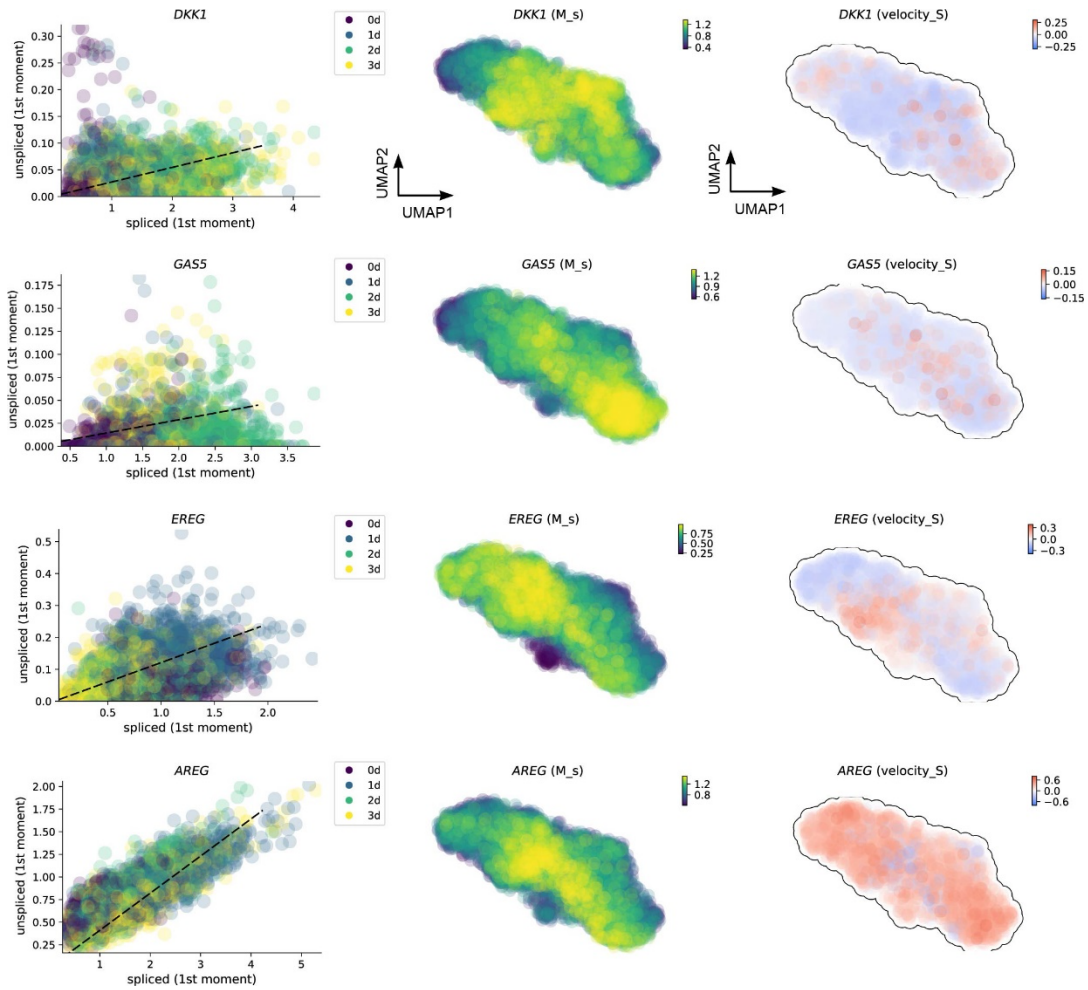

## Supplementary Fig. 7 | Performance of splicing-based RNA velocity analysis.

Phase portraits (left), UMAP plots colored by smoothed spliced RNA level based on local averaging (middle), and RNA velocity values (right) of four representative 5-AZA-CdR treatment responsive genes (*DKK1*, *GAS5*, *EREG*, and *AREG*).

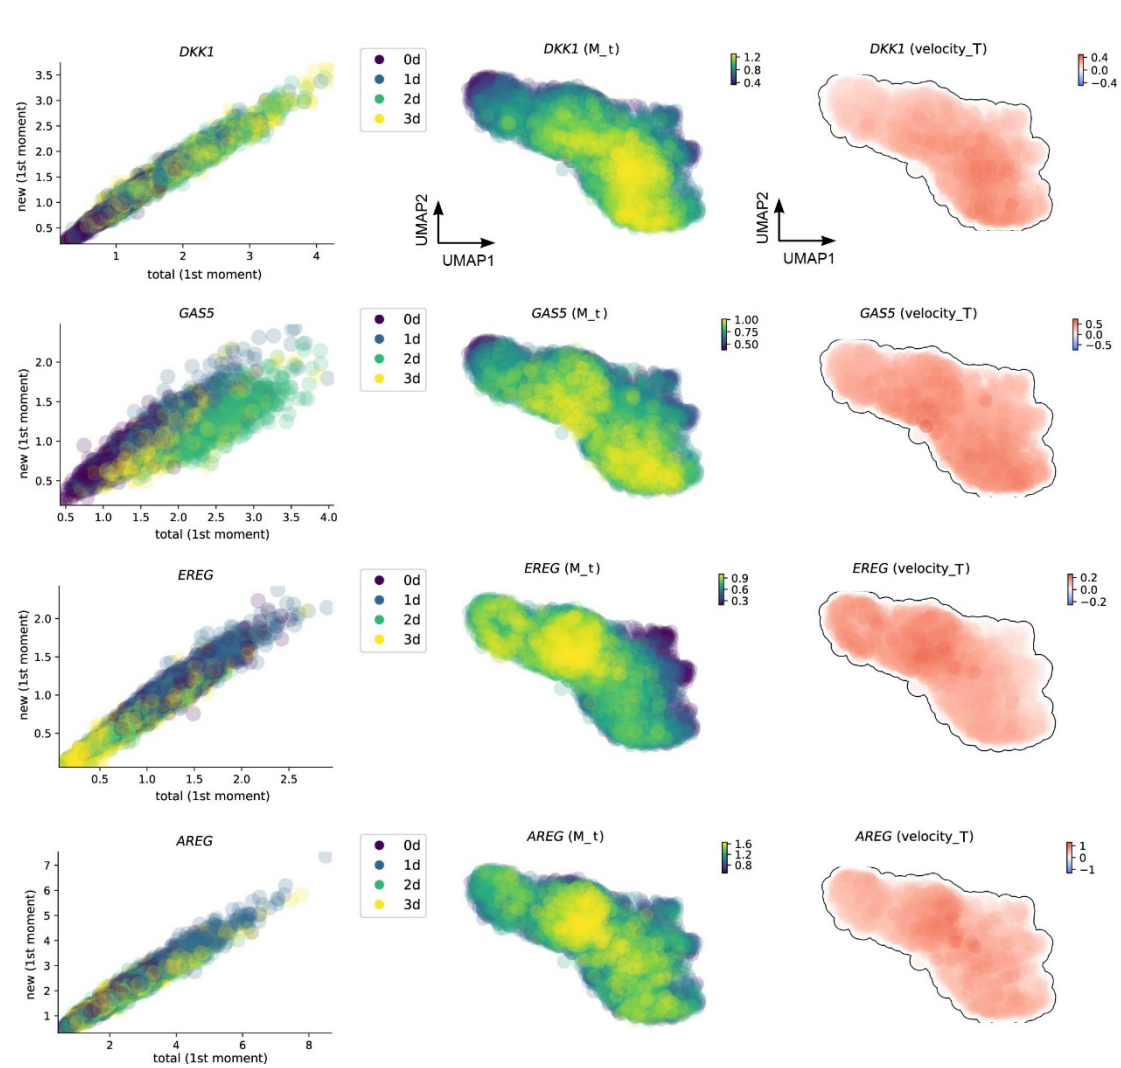

**Supplementary Fig. 8 | Performance of metabolic labeling-based RNA velocity analysis.**

Phase portraits (left), UMAP plots colored by smoothed total RNA level based on local averaging (middle), and RNA velocity values (right) of four representative 5-AZA-CdR treatment responsive genes (*DKK1*, *GAS5*, *EREG*, and *AREG*).

## Supplementary references

- [1] Roulois, D., Loo Yau, H., Singhanian, R., Wang, Y., Danesh, A., Shen, Shu Y., Han, H., Liang, G., Jones, Peter A., Pugh, Trevor J., O'Brien, C. and De Carvalho, Daniel D. DNA-Demethylating Agents Target Colorectal Cancer Cells by Inducing Viral Mimicry by Endogenous Transcripts. *Cell* **162**, 961-973 (2015).

# Supplementary material for: Well-TEMP-seq as a microwell-based strategy for massively parallel profiling of single-cell temporal RNA dynamics
**Source:** Nat Commun. 2023 Mar 7;14:1272. doi: 10.1038/s41467-023-36902-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Title:** Supplementary Data 1

**Description:** Quantitative information of the detected UMIs and genes per cell in the K562 cell

**Title:** Supplementary Data 2

**Description:** The mean UMIs and genes per cell and respective standard deviations of different groups

**Title:** Supplementary Data 3

**Description:** Comparison of different single-cell metabolic labeling-based RNA-sequencing

# Supplementary material for: Well-TEMP-seq as a microwell-based strategy for massively parallel profiling of single-cell temporal RNA dynamics
**Source:** Nat Commun. 2023 Mar 7;14:1272. doi: 10.1038/s41467-023-36902-5
**Supplement:** Supplementary file 6 — Reporting Summary

Last updated by author(s): Feb 9, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Drop-seq pipeline (v2.3.0), STAR (v2.7.3a), nloptr (v4.0.0), pheatmap (v1.0.12), pySCENIC (v0.11.2), dropEst (v0.8.5), dynamo (v1.1.0), scNT-seq pipeline (v1.0.0, <https://github.com/wulabupenn/scNT-seq>). The source code for the analysis of Well-TEMP-seq data is available on GitHub (<https://github.com/songjiajia2018/Well-TEMP-Seq>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data in this study can be downloaded from the NCBI Gene Expression Omnibus (GEO) with accession code of GSE194357. The human reference genome (GRCh38) used in this study can be download from <https://asia.ensembl.org/index.html>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No explicit calculations were performed to determine sample size. For the sample size and the number of repetitions for each experiment, we referred to the design in the most published studies.                                                                                                                                                                                                                                          |
| Data exclusions | Data were not excluded.                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | Two biologically independent replicates were included for K562 Well-TEMP-seq. The technique was also tested and validated in other cell lines. For HCT116 Well-TEMP-seq, no replication was performed for reasons of scale and cost.                                                                                                                                                                                                       |
| Randomization   | The order of samples are randomized during drug treatment, and during sample processing in Well-TEMP-seq. Samples have been labeled with drug treatment duration information before sequencing and were used for estimation of the fraction of new transcripts. For estimation of the fraction of new transcripts, 100000 consensus sequences were randomly selected to compute p and q in the binomial mixture model for each time point. |
| Blinding        | Investigators were blinded to group allocation during data collection (sequencing) and analysis.                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

Anti-STAT1 (phospho Y701), 1:1000 dilution (Abcam: ab109457, rabbit)  
 Anti- $\alpha$ -Tubulin, 1:1000 dilution (Abbkine: ABP52655, rabbit)  
 Anti-Rabbit IgG H&L (HRP) preadsorbed, 1:10000 dilution (Abcam: ab97080, goat)

## Validation

Anti-STAT1 (phospho Y701), 1:1000 dilution (Abcam: ab109457, rabbit). Reacts with: Human. Suitable for: WB, Dot blot. Citations from manufacturer are listed at <https://www.abcam.cn/stat1-phospho-y701-antibody-epr3147-ab109457.html>.  
 Anti- $\alpha$ -Tubulin, 1:1000 dilution (Abbkine: ABP52655, rabbit). Reacts with: Human, Mouse, Rat. Suitable for: WB, ELISA, IF, IHC-P. Citations from manufacturer are listed at [https://www.abbkine.com/product/tubulin- \$\alpha\$ -polyclonal-antibody-abp52655/](https://www.abbkine.com/product/tubulin-<math>\alpha</math>-polyclonal-antibody-abp52655/).  
 Anti-Rabbit IgG H&L (HRP) preadsorbed, 1:10000 dilution (Abcam: ab97080, goat). Suitable for: ICC, IHC-P, ELISA, WB. Citations from manufacturer are listed at <https://www.abcam.com/goat-rabbit-igg-hl-hrp-preadsorbed-ab97080.html>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

K562 and HCT116 cells were from ATCC.

Authentication

None of the cell lines were authenticated.

Mycoplasma contamination

Not tested.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

How the deposited data were processed for this re-analysis (not part of the article)

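The data cover 9 libraries, 4 of K562 cells (untreated, 4sU, IAA, and 4sU with IAA) and 5 of HCT116 cells (a control without 4sU and IAA, and cells with 4sU and IAA after 0, 1, 2 or 3 d of 300 nM 5-AZA-CdR), with 1 library per condition. A further 3 samples of K562 cells with 4sU and IAA were not used here. The authors deposited each library as raw UMI counts per gene and cell, with labeled UMIs (at least 1 T-to-C substitution) and unlabeled UMIs counted apart, and the unit of every value used is the count. They used Drop-seq tools v2.3.0, STAR v2.7.3a on GRCh38 and the scNT-seq pipeline v1.0.0, kept reads on the annotated strand in exons and introns, and left out T-to-C sites of the control; the annotation release is not named in the paper's text. Values were whole numbers in every library, and no normalization is stated for them. Cells were all deposited barcodes, except at 0 to 3 d, where the 15702 barcodes with a detection rate in the source data of Fig. 3c were used and 298 others were left out.

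Counts were summed over the cells of a library with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Labeled shares carry Clopper-Pearson intervals at 95%, and shares of genes were given for genes with at least 200 UMIs. For genes per cell, every cell with at least 1000 UMIs was thinned at random to 1000. Folds of new RNA are ratios of labeled UMIs per 10000 labeled UMIs, each treated library against 0 d, with exact conditional binomial intervals at 95%. Spreads are widths from the 5th to the 95th percentile of log2 folds over genes with at least 100 labeled UMIs over the pair, with 200 bootstrap draws of genes. For the direction of new RNA, genes with at least 500 labeled UMIs over the 4 libraries were used, with 1000 shuffles of the genes and 200 simulated sets in steady state. With 1 library per condition, no test between conditions was run, and the paper's Wilcoxon tests, which take cells as replicates, were not repeated. Gene positions come from GENCODE v44 on GRCh38, which matched 93 of 98 named genes.

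The conditions, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined, and 7 alternatives were added after seeing the data and are marked so. Named genes are the 21 of Fig. 3e, MYC, PDLIM5, GAPDH, JUNB, FOS, ACTB, STAT2, IRF9, IRF7, HEYL, PITX1, IFIH1, MAVS and DNMT1, the 10 genes with the largest and the 10 with the smallest geometric mean of the 3 folds among genes on the same side of 0 d on each day with at least 100 labeled UMIs over the 4 libraries, the 10 highest and 10 lowest labeled shares, and 2 to 4 members of each list with the most labeled UMIs. Mitochondrial and ribosomal protein genes were left out of the largest and smallest folds, as in the paper. The 26 lists were interferon-stimulated genes, double-stranded RNA sensing and interferon signaling, S phase, G2/M, p53 targets, immediate-early and AP-1 genes, BMP and TGF-beta response, Notch targets, EGFR ligands and feedback genes, Wnt antagonists and targets, keratins and actin cytoskeleton, cancer-testis and germline genes, genes methylated in colorectal tumors, integrated stress response, cholesterol synthesis, snoRNA host genes, nuclear-retained long RNAs, histones, DNA methyltransferase and demethylation genes, short-lived mRNAs, long-lived mRNAs, erythroid and other K562 markers, epithelial and other HCT116 markers, the genes of Fig. 3e shown as higher, those shown as lower, and the genes the paper names. Of these, 2 were chosen by the study on these libraries, and some further genes and lists are not reported here. Each list is described by the median log2 fold of members with at least 20 labeled UMIs over the pair (pseudocount 0.5) and by its percentile among 10000 random lists of the same size drawn in 20 bins of expression.

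The alternatives were scaling by TMM (edgeR 4.0.16), by DESeq2 1.42.0 size factors (R 4.3.3) or per total UMI, every deposited barcode, barcodes with at least 500 or 1000 UMIs (with or without a detection rate), other minimums of counts, shares without mitochondrial or ribosomal protein genes, labeled UMIs corrected with the detection rates, the control's labeled counts subtracted as background, total or unlabeled UMIs in place of labeled UMIs, and the mean over cells of ln(labeled UMIs per 10000 + 1). The intervals were tested on data simulated with counting noise, for genes with at least 100 labeled UMIs over the pair. There they held the true fold for 96.0% of 4541 unchanged genes and for 96.5% of 200 changed genes. This check does not cover variation between cells or libraries, nor genes with fewer labeled UMIs such as HEYL and PITX1. Random lists of 20 unchanged genes lay outside the central 95% in 4% of cases. The depth was 3677515 to 9104837 UMIs per library. Regulon activity, RNA velocity in single cells, substitution rates per base and the western blot were not rederived, since they need reads, other tools or other samples.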

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

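The bounds of the tests reported here were written after the results they concern were seen, except for the S phase genes in thinned cells, whose bound was written before that median was seen. The scalings were among the alternatives fixed at the start, while thinned cells and total RNA against the HCT116 control were chosen after seeing other values of these libraries.

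Outside the genes the paper discusses, new RNA of S phase genes, which serve DNA replication, had a median log2 fold of -1.45 at 2 d and -1.28 at 3 d of 5-AZA-CdR, and that of G2/M genes was -1.32 at 2 d. The choice among the 4 scalings of the labeled counts does not account for the S phase medians, of which the highest at 2 and 3 d was -1.19. These scalings moved the median of all genes on those days by at most 0.092 (log2), so this test could hardly have come out otherwise. The values argue against depth per cell, since the higher of both days was -1.29 with cells thinned to 50 labeled UMIs. They also argue against a 0 d library that stands apart, since total RNA against the HCT116 control gave -1.25 as the higher median of both days. What stays open is 5-AZA-CdR for 2 d or longer, at a median of -0.21 for 1 d, because each day is 1 library, so the day and its library cannot be told apart. Mitochondrial genes held 7.13%, 6.60%, 10.2% and 10.3% of the UMIs at 0, 1, 2 and 3 d, and cells thinned to 1000 UMIs held 673, 658, 634 and 621 genes, so the quality of cells or RNA may differ on the same days, which was not tested.

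In the mean over cells of ln(labeled UMIs per 10000 + 1), the scale of Fig. 3e, 92.1% of 1875 genes lay above 0 d at 1 d, 82.7% at 2 d and 79.3% at 3 d, a difference between 0 d and the treated libraries that covers most genes. With cells thinned to 50 labeled UMIs the share was 56.7% at 1 d, 53.8% at 2 d and 52.0% at 3 d, so the fewer labeled UMIs per cell at 0 d (median 91, against 174, 135 and 122) may account for most of it. More transcription of most genes after 5-AZA-CdR cannot be told apart from none, and the test run could not decide it. The median corrected new RNA share per cell differed most from 0 d at 1 d, by -0.420 percentage points, between the bounds set for either outcome. That share can stay the same when new and total RNA rise together, and UMIs per cell do not measure RNA per cell.

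BMP and TGF-beta response genes, which the paper does not discuss as a group, had a median log2 fold of 0.69 at 2 d in new RNA. Keratins and actin cytoskeleton genes, also outside its discussion, had 0.37 at 2 d. Cholesterol synthesis genes had 0.63 at 1 d, likewise in genes the paper does not take up.

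AREG had new RNA folds of 1.44 at 1 d, 0.936 at 2 d and 1.08 at 3 d, on opposite sides of 0 d on different days, and this difference was not tested. Its 2 d value lay above 0 d with cells thinned to 50 labeled UMIs (0.086, log2). It did so too in mean ln values (0.27), a scale on which 82.7% of genes lay above 0 d at 2 d. SFN stood at 1.16, 0.802 and 1.52, likewise with no test of the difference between days. In mean ln values SFN at 2 d lay above 0 d (0.095). EREG stood at 1.16, 0.614 and 0.649, and its difference between days was not tested either.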

How the results depend on the processing

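No paired analysis was possible because each condition is 1 library, and what limits every fold is the single 0 d library and its depth of 721056 labeled UMIs. Over all alternatives, 2474 values were counted as within the range set for the main value (counting error, for genes) and 306 moved beyond it. A further 22 of those called by their interval turned to the other side of 0 d. Of 164 mean ln values, which are on another scale, 158 were counted as within range, 0 as moved and 6 as turned. AREG at 1 d, with 0.949 against a log2 fold of 0.53, was not counted as moved. The counts for mean ln values therefore speak only to the side of 0 d. For each value listed here the cause was not tested unless its construction (fewer genes, fewer cells, another RNA or baseline) shows it. With DESeq2 size factors all 239 values stayed within that range, with TMM 218 of 239 and per total UMI 237 of 239. The S phase genes at 2 d and 3 d lay below 0 d under every alternative run for this list, with medians (log2) from -1.68 to -1.14. With counting noise alone, a true fold of 1.5 was placed on the right side of 1 for 84% of simulated genes, one of 2 for 100%, one of 0.667 for 64% and one of 0.5 for 92% at this depth. Variation between cells or libraries is not in these rates. The cancer-testis list had no median under any setting, and some alternatives gave no value: MPC1 with barcodes of at least 1000 UMIs, the short-lived mRNAs in K562 cells with at least 500 UMIs per gene, the Notch targets and the K562 markers with at least 100 labeled UMIs over the pair, NCAPH2 at 3 d, AP001024.1 and GAPDH with the control's background subtracted, KIAA0040 and other thinly counted genes with cells thinned to 50 labeled UMIs, and the directions from 0 d with the slope from 0 d alone. Thinned cells, total RNA with the HCT116 control as baseline, total RNA of the Fig. 3e genes, and directions without mitochondrial and ribosomal protein genes were chosen after seeing the data.

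Labeled shares were, without mitochondrial genes, 4.51% (K562 untreated), 1.45% (K562 4sU), 1.53% (K562 IAA), 15.3% (K562 4sU and IAA), 4.14% (HCT116 control), 20.5% (HCT116 0 d), 19.6% (HCT116 1 d), 20.8% (HCT116 2 d) and 19.9% (HCT116 3 d). Leaving out ribosomal protein genes too, they came to 5.01% (K562 untreated), 1.65% (K562 4sU), 1.73% (K562 IAA), 17.6% (K562 4sU and IAA), 5.03% (HCT116 control), 23.6% (HCT116 0 d), 23.3% (HCT116 1 d), 25.1% (HCT116 2 d) and 24.1% (HCT116 3 d). As medians of the shares of single cells, they were 5.10% (K562 untreated), 1.33% (K562 4sU), 1.42% (K562 IAA), 14.9% (K562 4sU and IAA), 3.99% (HCT116 control), 18.8% (HCT116 0 d), 18.2% (HCT116 1 d), 18.5% (HCT116 2 d) and 18.1% (HCT116 3 d). Barcodes of at least 1000 UMIs gave 15.9% (K562 4sU and IAA), 3.95% (HCT116 control), 20.2% (HCT116 0 d), 18.9% (HCT116 1 d), 19.6% (HCT116 2 d) and 19.0% (HCT116 3 d). From 0 to 3 d, the shares were 20.0%, 18.9%, 19.4% and 18.9% with barcodes of at least 500 UMIs, 19.8%, 18.8%, 19.3% and 18.8% with every deposited barcode and 21.5%, 20.9%, 21.9% and 21.6% corrected with the detection rates. Genes per K562 cell (untreated, 4sU, IAA and both) were 398, 400, 409 and 392 at 500 UMIs per cell, 1224, 1221, 1284 and 1184 at 2000 and, over the cells of at least 1000 UMIs, 1468, 1352, 1470.5 and 1269 with no thinning. The correlation of labeled shares between lines was 0.788 with at least 50 UMIs per gene and 0.607 with at least 500.

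Log2 folds of genes that turned sign in cells thinned to 50 labeled UMIs were NMNAT1 at 3 d -1.20 (main value 2.27), MAPK12 at 1 d 0.19 (main value -1.59), BRCA1 at 1 d 0.50 (main value -0.50), AREG at 2 d 0.086 (main value -0.095) and MAVS at 1 d 0.19 (main value -0.48). NMNAT1 had 4 labeled UMIs at 0 d even before thinning, and MAPK12 and MAVS gave the same value. The turns of NMNAT1, MAPK12 and MAVS may therefore be counting error. In the difference of mean ln values, those that turned sign were BRCA1 at 1 d 0.0095 (main value -0.50), RRM2 at 1 d 0.022 (main value -0.51), AREG at 2 d 0.27 (main value -0.095), SFN at 2 d 0.095 (main value -0.32), MAVS at 1 d 0.0058 (main value -0.48) and DNMT1 at 1 d 0.038 (main value -0.37). Most genes lay above 0 d on this scale. Of the genes of Fig. 3e shown as higher, 7 in place of 14 were higher on each day in total RNA against the HCT116 control. The width of log2 folds with no minimum of counts was 3.91 at 1 d, 4.09 at 2 d and 4.09 at 3 d for new RNA, 3.79 at 1 d, 4.12 at 2 d and 3.91 at 3 d for old RNA and 3.91 at 1 d, 4.25 at 2 d and 4.12 at 3 d for total RNA. With at least 500 labeled UMIs over the pair it was 1.33 at 1 d, 1.68 at 2 d and 1.61 at 3 d for new RNA, 1.37 at 1 d for old RNA and 1.24 at 1 d and 2.03 at 2 d for total RNA. At the main minimum of 100, with libraries thinned to the labeled sum, it was 2.03 at 1 d, 2.67 at 2 d and 2.48 at 3 d for old RNA and 1.69 at 1 d, 2.15 at 2 d and 2.00 at 3 d for total RNA, where counting noise alone gave 1.42, 1.41 and 1.52 for old RNA and 1.04, 1.02 and 1.03 for total RNA, beside 0.711, 0.703 and 0.740 for new RNA, so these widths do not compare at equal noise.

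Median log2 folds of lists moved most in total RNA against the HCT116 control. The interferon-stimulated genes had 0.49 at 2 d and 0.68 at 3 d, the RNA sensing and interferon signaling genes 0.48 at 1 d, 0.81 at 2 d and 0.78 at 3 d, and the G2/M genes -0.37 at 1 d. The p53 target genes had 0.54 at 1 d, 0.33 at 2 d and 0.77 at 3 d, the immediate-early and AP-1 genes 1.16 at 1 d, 1.16 at 2 d and 0.61 (main value -0.33) at 3 d, and the BMP and TGF-beta response genes 1.35 at 2 d. The Notch targets had 0.099 (main value -0.99) at 1 d, 0.28 at 2 d and 0.37 at 3 d, the EGFR ligands and feedback genes 0.95 at 1 d, 0.86 at 2 d and 0.52 at 3 d, and the genes methylated in colorectal tumors 0.40 at 1 d and 0.89 at 2 d. The integrated stress response genes had 0.49 at 1 d and -0.0053 at 3 d, the cholesterol synthesis genes 0.32 at 1 d, and the snoRNA host genes 0.48 at 1 d. The nuclear-retained long RNAs had 1.02 at 1 d, 1.36 at 2 d and 1.21 at 3 d, the histone genes -0.25 at 2 d, and the DNA methyltransferase and demethylation genes 0.090 at 1 d. The short-lived mRNAs had 0.58 at 1 d, 0.50 at 2 d and 0.44 at 3 d, the long-lived mRNAs -0.090 at 1 d, -0.43 at 2 d and -0.051 (main value 0.49) at 3 d, and the genes of Fig. 3e shown as higher -0.049 (main value 0.56) at 1 d and 0.11 at 3 d. The genes of Fig. 3e shown as lower had 0.43 at 2 d and 0.31 at 3 d, and the genes the paper names 0.85 at 2 d and 0.72 at 3 d. Old RNA in place of new RNA moved list medians as well. The interferon-stimulated genes had 0.43 at 3 d, the S phase genes -1.68 at 2 d, and the G2/M genes -1.10 at 2 d and -0.11 at 3 d. The p53 target genes had 0.25 at 2 d, the immediate-early and AP-1 genes 0.22 at 1 d, and the BMP and TGF-beta response genes 0.64 at 1 d. The Notch targets had -0.020 at 1 d and 0.029 at 2 d, the EGFR ligands and feedback genes 0.27 at 2 d, and the keratins and actin cytoskeleton 0.14 at 2 d and 0.10 at 3 d. The genes methylated in colorectal tumors had 0.44 at 2 d, the integrated stress response genes 0.19 at 1 d, and the cholesterol synthesis genes 0.27 at 1 d and 0.89 at 2 d. The nuclear-retained long RNAs had 0.36 at 2 d, the histone genes 0.19 at 1 d, and the DNA methyltransferase and demethylation genes -0.73 at 3 d. The short-lived mRNAs had 0.88 at 1 d and 0.41 at 2 d, the long-lived mRNAs -0.17 at 2 d and 0.16 at 3 d, and the erythroid and other K562 markers 0.72 at 2 d and 0.95 at 3 d. The genes of Fig. 3e shown as lower had 0.35 at 2 d and 0.28 at 3 d. With total RNA against 0 d, fewer lists moved. The G2/M genes had -1.13 at 2 d and -0.10 at 3 d, the cholesterol synthesis genes 0.74 at 2 d, and the nuclear-retained long RNAs 0.23 at 2 d. The histone genes had 0.27 at 1 d, the long-lived mRNAs -0.099 at 2 d and 0.26 at 3 d, and the erythroid and other K562 markers 0.90 at 3 d. In cells thinned to 50 labeled UMIs, these list medians moved. The RNA sensing and interferon signaling genes had -0.40 at 1 d and -0.51 at 3 d, the G2/M genes -1.11 at 2 d, and the keratins and actin cytoskeleton -0.019 at 1 d. The genes methylated in colorectal tumors had -0.17 at 3 d, the nuclear-retained long RNAs -1.08 at 1 d, and the erythroid and other K562 markers 1.26 at 1 d. The genes the paper names had -0.38 at 3 d. With no minimum of labeled UMIs, others did. The Notch targets had 0.14 (main value -0.99) at 1 d and 0.75 at 2 d, the genes methylated in colorectal tumors 0.66 at 1 d, and the histone genes 0.11 at 1 d. With at least 100 labeled UMIs over the pair, other medians moved. The RNA sensing and interferon signaling genes had 0.41 at 2 d, the histone genes 0.16 at 1 d, and the genes the paper names 0.39 at 2 d.

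For the direction of new RNA, cosines without the genes of Fig. 3e were 0.256 from 0 d toward 1 d, 0.483 from 0 d toward 3 d, 0.163 from 1 d toward 2 d, 0.344 from 2 d toward 3 d and -0.283 from 3 d toward 1 d. With the slope from 0 d alone they were 0.256 from 1 d toward 0 d, -0.341 (main value 0.224) from 1 d toward 2 d, -0.341 (main value 0.0835) from 1 d toward 3 d, 0.573 from 2 d toward 0 d, 0.589 from 2 d toward 1 d, 0.365 (main value -0.188) from 3 d toward 0 d, 0.334 (main value -0.220) from 3 d toward 1 d and -0.325 from 3 d toward 2 d. Without mitochondrial and ribosomal protein genes they were 0.0929 from 0 d toward 1 d, 0.344 from 0 d toward 3 d, 0.563 from 1 d toward 2 d, 0.416 from 1 d toward 3 d, 0.570 from 2 d toward 0 d, 0.598 from 2 d toward 1 d, 0.167 (main value -0.188) from 3 d toward 0 d and 0.198 (main value -0.220) from 3 d toward 1 d.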

Differences from the paper's values

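No value of the main settings differs from the paper's by more than 1.5 times. The median labeled share per K562 cell was 14.9% beside the paper's 15, and 15702 HCT116 cells were counted beside the paper's 16,000. With barcodes of at least 500 or 1000 UMIs, whether or not they have a detection rate, 10560 and 6034 cells remained, which does differ from the paper's number, and with every deposited barcode there were 16000.

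The paper reports 18 higher and 3 lower genes in Fig. 3e, from Wilcoxon tests that took cells as replicates and a fold over 1.5 on at least 1 day. At that fold alone, with libraries summed and no test, 14 of the 18 were higher and 2 of the 3 lower, and AREG, GAS5, ACTG1, ACTB and AKAP12 stayed within it. Among the alternatives set before the data were examined, TMM scaling and the mean ln values gave 18 higher, DESeq2 size factors and correction with the detection rates 16, and subtraction of the control's background 15. Scaling per total UMI and barcodes of at least 1000 UMIs gave 11, barcodes of at least 500 UMIs 13, and every deposited barcode 14. The lower genes numbered 1 with TMM, DESeq2 or any of these barcode sets, 2 per total UMI and 0 with mean ln values. With cells thinned to 50 labeled UMIs, chosen after seeing the values, 17 of the 18 and 3 of the 3 passed, which drops 1 of the paper's genes. In the mean ln values of the same thinned cells, also chosen after seeing the values, 3 of the 18 and 0 of the 3 passed. On each day, 15 of the 18 were higher and 2 of the 3 lower in these values. Thinning lowers the mean ln values themselves (ID3 at 0 d from 0.466 to 0.210), so a fixed difference is harder to reach. The count passing on the scale of Fig. 3e thus depends on the labeled UMIs per cell, which does not show that equal depth removes these genes. Mean ln values recomputed here differ from the source data of Fig. 3e by up to 0.234 at 0 d and 0.133 at 3 d, and by at most 0.0181 at 1 d and 0.0338 at 2 d, so the cells used here may not be those behind the figure, at 0 d above all, and every fold rests on 0 d. The paper gives EREG as lower, and its new RNA was 0.614 times 0 d at 2 d and 0.649 times at 3 d, but 1.16 times at 1 d, and no alternative for its labeled UMIs placed it below 0 d at 1 d, while its old RNA was 0.786 times 0 d. GAS5 is given as re-activated over the 3 days, and its interval at 3 d, 0.987 to 1.15, includes no difference, while its folds at 1 d and 2 d were 1.37 and 1.28, and every alternative placed its 3 d value above 0 d except barcodes of at least 1000 UMIs (-0.0020 on the log2 scale). MALAT1 is given as lower, as it was in new RNA on each day (0.662, 0.695 and 0.698), while its total RNA was 1.97 at 2 d and 1.28 at 3 d.

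The paper describes new RNA as more sensitive to early changes. From the 5th to the 95th percentile, the log2 folds of new RNA spanned less than those of old RNA on each day (1.49, 1.96 and 1.88 against 1.63, 2.32 and 2.15) and more than those of total RNA at 1 d and 3 d (1.41 and 1.76), and at 2 d total RNA, at 1.94, was within the interval of new RNA. Counting noise alone gave wider folds for new RNA (0.711, 0.703 and 0.740) than for total RNA (0.459, 0.446 and 0.462), so the wider span of new RNA is not by itself a larger change. With at least 500 labeled UMIs over the pair, total RNA spanned less than new RNA at 1 d (1.24 against 1.33) and more at 2 d (2.03 against 1.68) and 3 d (1.73 against 1.61). With no minimum of counts, new RNA spanned more than old RNA at 1 d (3.91 against 3.79) and 3 d (4.09 against 3.91) and less at 2 d (4.09 against 4.12).

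The paper describes a movement of cells from 0 d over 1 d to 2 d and another from 0 d over 1 d to 3 d. The cosine of new RNA excess was above the simulated steady state from 0 d toward 1 d (0.168) and from 1 d toward 2 d (0.224), but at 0.0835 from 1 d toward 3 d it lay inside that range, and the cosines from 2 d back toward 0 d (0.506) and 1 d (0.524) exceeded both. Those from 0 d toward 2 d (0.503) and 3 d (0.426) also lay above the simulated range, and those from 3 d back toward 0 d (-0.188) and 1 d (-0.220) below it. Cosines between 0 d and 2 d were alike in both directions, so lying above the range does not give an order of the days. With the slope from 0 d alone, an alternative fixed at the start, the cosines from 1 d turned to -0.341 toward 2 d and -0.341 toward 3 d. Those from 3 d turned to 0.365 toward 0 d and 0.334 toward 1 d. Without mitochondrial and ribosomal protein genes, chosen after seeing the values, the cosines from 1 d were 0.563 and 0.416. Those from 3 d turned to 0.167 and 0.198, so their direction depends on the slope and the genes.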

Other observations

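S phase genes had less new RNA than 0 d in nearly every member after 2 d of 5-AZA-CdR in HCT116 cells, with 15 of 41 measured above 0 d at 1 d, 0 at 2 d and 0 at 3 d, and PCNA, the sliding clamp of DNA polymerase, had folds of 1.12, 0.501 and 0.484 and GMNN, which restrains replication licensing, 1.01, 0.318 and 0.328. G2/M genes had medians (log2) of 0.069, -1.32 and -0.35, with 30 of 52 (40 with TMM, 25 per total UMI, where the median is -0.00045) above 0 d at 1 d, 3 at 2 d and 16 at 3 d, and HMGB2, a chromatin protein of dividing cells, had folds of 0.994, 0.206 and 0.535 and UBE2C, which acts with the anaphase-promoting complex, 1.56, 0.569 and 1.32. Histone genes had medians of -0.28 (0.11 with no minimum, 0.16 with at least 100 labeled UMIs), -0.96 and -0.28, with H2AFZ, which encodes H2A.Z, at folds of 1.50, 0.690 and 0.991 and the linker histone H1F0 at 1.45, 0.748 and 2.50. DNMT1, the maintenance methyltransferase that 5-AZA-CdR traps on DNA, had new RNA folds of 0.774, 0.397 and 0.509, and the methyltransferase and demethylation genes as a list had medians of -0.37, -0.11 and 0.010 (-0.062 per total UMI), with MBD4, a DNA glycosylase, at 1.32, 0.810 and 0.809. Cholesterol synthesis genes had medians of 0.63, 0.43 and 0.50 and 18, 20 and 20 of 24 above 0 d, among them INSIG1, a feedback regulator, with folds of 2.20, 1.54 and 1.53 and IDI1, an isomerase of the pathway, with 1.61, 1.35 and 1.61. p53 targets had medians of 0.10, -0.12 and 0.092, with 17 of 30 (21 with TMM), 10 of 30 and 18 of 31 above 0 d, and CDKN1A, which encodes p21, had folds of 1.18, 0.630 and 1.06 and GDF15 1.20, 0.378 and 0.450. Immediate-early and AP-1 genes had medians of -0.042 (0.089 with TMM, 0.0050 with DESeq2), 0.077 and -0.33, with FOSL1 at 1.05, 0.946 and 0.686, and the integrated stress response had -0.063 (0.068 with TMM), -0.11 and -0.31, with MTHFD2, a folate enzyme of mitochondria, at 0.839, 0.516 and 0.454 and ATF4 at 0.766, 1.02 and 0.986.

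Interferon-stimulated genes had median log2 folds of 0.088, -0.070 and 0.081 at 1, 2 and 3 d, with 18 of 30, 15 of 32 and 19 of 33 above 0 d, at percentiles 84.8, 28.1 and 78.8 of the random lists. Among them ISG15, a ubiquitin-like protein induced by interferon, had folds of 1.69, 0.737 and 0.932, IFITM3, which blocks virus entry, 1.58, 1.16 and 2.11, and B2M, the light chain of MHC class I, 1.51, 1.15 and 1.50. Genes of double-stranded RNA sensing and interferon signaling had medians of 0.12, -0.14 and -0.097, with 12 of 19 (10 per total UMI), 7 of 17 and 8 of 19 above 0 d. Their medians were -0.0068 at 1 d and 0.41 at 2 d with at least 100 labeled UMIs over the pair. At 1 d the median was -0.40 with cells thinned to 50 labeled UMIs, chosen after seeing the data, where fewer labeled UMIs remain per gene. Of these, MAVS, the adaptor of RNA sensing at mitochondria, had 0.719 (95% interval 0.553 to 0.937), 0.850 and 0.687, TBK1, the kinase that acts on IRF3, 1.24, 1.24 and 0.949, and STAT2, a factor of the type I interferon response, 1.37 (0.804 to 2.41), 1.58 (0.936 to 2.76) and 1.21 (0.700 to 2.15). IRF7, which drives interferon genes, had 16, 13 and 17 labeled UMIs against 6 at 0 d, IRF9 3, 6 and 6 against 3, and IFIH1, which encodes the sensor MDA5, 13, 8 and 6 against 6. In mean ln values MAVS lies above 0 d at 1 d, by 0.0058, as does DNMT1, by 0.038. Both are below the median of 0.061 over 1875 genes on this scale, so the turn does not set them apart. In thinned cells STAT2, with 21 labeled UMIs at 0 d before thinning, lies below 0 d on each day.

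Short-lived mRNAs had medians of 0.24, 0.052 and 0.027 (-0.045 per total UMI), and long-lived mRNAs 0.21, 0.21 and 0.49, with 22 of 33 (27 with TMM), 21 and 21 above 0 d, while its members with the most labeled UMIs, the chaperone genes HSPA8 and HSP90AB1, lay below 0 d on each day, with folds of 0.840, 0.701 and 0.761 and of 0.980, 0.834 and 0.760. Epithelial and other HCT116 markers had medians of 0.40, 0.38 and 0.50, and the few erythroid and other K562 markers with enough counts, such as BLVRB, HBG2 and PRAME, 0.24, -0.18 and -0.021 (0.071 with TMM, 0.0080 with DESeq2). The genes the paper names, taken as a list, had medians of 0.27, -0.094 (0.39 with at least 100 labeled UMIs) and 0.054 (-0.018 per total UMI, -0.38 in thinned cells), and of them MYC had folds of 1.26, 1.68 and 1.46, JUNB 0.972 (above 0 d with TMM or DESeq2), 0.520 and 0.464, FOS 1.51, 1.04 and 2.11, PDLIM5 1.21, 1.59 and 1.34, and GAPDH 1.56, 1.38 and 2.23. Cancer-testis and germline genes had too few labeled UMIs for a median. Against the HCT116 control in total RNA, a baseline chosen after seeing the data, interferon-stimulated genes had medians of 0.25, 0.49 and 0.68 and those of RNA sensing and interferon signaling 0.48, 0.81 and 0.78, and the control differs from the treated libraries by 4sU and IAA as well.

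All tests in the following comparison were chosen after its result was seen. Across 6544 genes in total RNA, log2 folds of the HCT116 control against 0 d and of the libraries at 1, 2 and 3 d against 0 d ran together (r across genes of 0.781, 0.256 and 0.437), and genes are not independent replicates. Since all share 0 d, some of this arises from its counting noise alone, and simulated libraries that differ by counting noise gave r of 0.667, 0.666 and 0.672 but a covariance of only 0.0147, 0.0148 and 0.0147 beside the observed 0.286, 0.131 and 0.206. The lowest ratio of the observed to the simulated covariance was 8.86, which argues against counting noise of 0 d as the whole source, and the lowest excess of 0.116 argues against 4sU and IAA, which the control lacks, with the same effect in 0 d and the treated libraries. A stronger effect of 4sU and IAA in 0 d cannot be told apart from other sources, since at equal depth the width of folds to the control was 2.55 for 0 d, 1.66 for 1 d, 2.79 for 2 d and 2.44 for 3 d, where the drug enters as well. A difference particular to the 0 d library cannot be told apart from one that the control and the treated libraries share, since either gives such a covariance, and the widths do not decide, with a mean width of log2 folds to the other libraries at equal depth of 1.98 for 0 d and 2.36 for the control, which also lacks 4sU and IAA, so the bound set for this test was wrong by design.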
